# Liver governs adipose remodelling via extracellular vesicles in response to lipid overload

**DOI:** 10.1038/s41467-020-14450-6

**Published:** 2020-02-05

**Authors:** Yue Zhao, Meng-Fei Zhao, Shan Jiang, Jing Wu, Jia Liu, Xian-Wen Yuan, Di Shen, Jing-Zi Zhang, Nan Zhou, Jian He, Lei Fang, Xi-Tai Sun, Bin Xue, Chao-Jun Li

**Keywords:** Extracellular signalling molecules, Fat metabolism

## Abstract

Lipid overload results in lipid redistribution among metabolic organs such as liver, adipose, and muscle; therefore, the interplay between liver and other organs is important to maintain lipid homeostasis. Here, we show that liver responds to lipid overload first and sends hepatocyte-derived extracellular vesicles (EVs) targeting adipocytes to regulate adipogenesis and lipogenesis. Geranylgeranyl diphosphate synthase (Ggpps) expression in liver is enhanced by lipid overload and regulates EV secretion through Rab27A geranylgeranylation. Consistently, liver-specific *Ggpps* deficient mice have reduced fat adipose deposition. The levels of several EV-derived miRNAs in the plasma of non-alcoholic fatty liver disease (NAFLD) patients are positively correlated with body mass index (BMI), and these miRNAs enhance adipocyte lipid accumulation. Thus, we highlight an inter-organ mechanism whereby the liver senses different metabolic states and sends corresponding signals to remodel adipose tissue to adapt to metabolic changes in response to lipid overload.

## Abstract (web summary)

Extracellular vesicles (EVs) containing miRNAs or proteins can coordinate metabolic responses between tissues. Here the authors demonstrate that during lipid overload, the liver secretes miRNA-containing EVs through a Ggpps-Rab27 dependent mechanism, which controls adipose tissue lipid storage capacity.

## Introduction

When a high-fat diet (HFD) is consumed for an extended period, triglycerides (TGs) first accumulate in inguinal white adipose tissue (iWAT) and epididymal fat white adipose tissue (eWAT), and liver steatosis occurs as a consequence of ectopic lipid accumulation^1–3^. Communication among metabolic tissues regulates TG distribution in the body, which is critical for whole-body metabolic homeostasis. When lipid storage and clearance equilibrium in these fuel storage organs are abnormal, the body suffers from metabolic disorders such as obesity, diabetes and hyperlipidaemia.

Liver absorbs chylomicrons (CMs) and other non-lipid nutrients from the hepatic sinusoid postprandially via fenestrated, discontinuous endothelium. Dietary fatty acids are converted into TGs and stored as lipid droplets in hepatocytes; excess lipids are exported into the blood and then stored in adipose and other tissues^1,4^. Thus, the liver is a pleiotropic endocrine organ that first accesses nutrients and then affects metabolism in both local and distal organs. Previous work has shown that hepatic fat content is the strongest predictor of insulin resistance^5,6^ and normally precedes the development of other abnormalities, including adipocyte hypertrophy and obesity development^7^, adipocyte death^7^, macrophage infiltration and inflammation of adipose^7–9^. Several hepatokines, such as fetuin A^10^, adropin^11^ and fibroblast growth factor 21 (FGF21)^12^, regulate insulin sensitivity, inflammation and thermogenesis of target organs, including adipose, bone and heart^5,13,14^. Collectively, liver has important roles in the interplay of the metabolic responses among the metabolic organs, as it conveys its energetic requirements to other organs. However, the mechanism by which cell-specific signals from the liver modulate other organs remains unknown.

Recently, extracellular vesicles (EVs) have been shown to display marked potential in the organ-to-organ communication of metabolic signals^15–17^, especially exosomes and microvesicles^18^. Obviously, EVs secreted by the liver may represent a specific strategy to direct their cargo proteins or miRNAs to target tissues^19,20^, and the cargo inside also functions in a cell-dependent manner^15,21^. Early evidence suggests that EVs released from adipose modulate local or distal metabolic tissues, including endothelial cells, liver, skeletal muscle and pancreas^15,16,22^. EVs produced by the liver regulate tumour growth, viral infection and hepatocyte regeneration^23,24^. In this study, we provide evidence that, in the context of lipid overload, hepatic EVs mediate target communication within adipose, thus contributing to the multifarious cross-talk between liver and adipose.

Here, we report that TGs first accumulate in the liver followed by adipose of mice fed a HFD for a short period. The short-term lipid overload causes hepatic EV-stimulated adipose adipogenesis, whereas long-term lipid overload induces adipose lipogenesis. This phenomenon is inhibited in our liver-specific geranylgeranyl diphosphate synthase (*Ggpps*) knockout (LKO) mouse model, in which hepatic EV secretion is reduced. This is found to be the result of the tissue-targeting and metabolic signalling function of liver EVs, which is dependent on the specific delivery mechanism directed by GGPPS-mediated Rab27A geranylgeranylation. Moreover, the levels of several miRNAs derived from EVs are elevated in the plasma of NAFLD patients with excess TG deposition in adipose, and this increase corresponds to enhanced adipocyte TG deposition in vitro and in vivo. Our findings suggest that the liver has a crucial, active metabolic regulatory role by directing inter-tissue cross-talk with adipose via specific EVs containing miRNAs. Overall, this hepatic EV-mediated liver–adipose signalling axis may be critical for the metabolic adaptation of adipose to lipid changes in maintaining systemic homoeostasis.

## Results

### Liver responds to acute lipid overload first in mice

To examine the time-dependent metabolic responses of metabolic organs in overnourished mice, we performed a detailed time-course observation in mice fed a HFD. Although body weight was similar between control mice and mice fed a HFD within 48 h after initiating dietary changes (Fig. 1a), the liver weight/body mass ratio started to increase by 6 h in HFD mice, but neither the iWAT or eWAT weight/body mass ratios increased until 12 or 24 h in HFD mice (Fig. 1b, c and Supplementary Fig. 1a and b). However, the gastrocnemius muscle weight/body mass ratio demonstrated no significant change after 1 week of HFD consumption (Supplementary Fig. 1c). Notably, the increase in the liver weight/body mass ratio was a transient phenomenon, as it decreased after 12 h of HFD exposure (Fig. 1b). Haematoxylin and eosin (H&E)-stained liver and quantitative measurement of TGs in liver indicated significant TG accumulation in the liver as early as 6 h after HFD exposure (Fig. 1d, e). An analysis of lipid metabolism-related gene expression patterns indicated that the fatty-acid transport genes *Cd36*, *Ldlr* and *Lrp*, the lipogenesis genes *Fas, Scd1* and *Acc1*, and the lipid oxidation genes *Acox, Cpt1a* and *Acadl* were significantly upregulated in the liver as early as 3 h after beginning HFD consumption (Fig. 1f). However, TG accumulation and changes in lipid metabolism-related gene expression in adipose tissue lagged behind those in the liver (Fig. 1g–i). Moreover, TG content and lipid metabolism-related gene expression in the gastrocnemius muscle did not significantly change with HFD until after 1 week of consumption (Supplementary Fig. 1d–f). Interestingly, the expression of adipogenesis genes in iWAT increased at 24 h after HFD treatment (Fig. 1k and Supplementary Fig. 1j), whereas the adipocyte number increased at 1 week as measured by DNA of total adipose tissue, mature adipocytes and the stromal vascular fraction (SVF) (Fig. 1j and Supplementary Fig. 1g). However, the adipogenesis gene expression levels and adipocyte number in eWAT showed no significant changes within 1 week after initiating HFD consumption (Fig. 1j, k and Supplementary Fig. 1h). Meanwhile, the adipocyte size in iWAT and eWAT increased at 12 and 24 h, respectively (Supplementary Fig. 1i). The above observations suggested that the liver is the first organ to respond to acute lipid overload in mice. TGs accumulated first in the liver followed by WATs through adipogenesis and lipogenesis. This phenomenon might occur because, from an anatomical perspective, the liver accesses consumed nutrients more easily than adipose tissue or skeletal muscle.

**Fig. 1:**
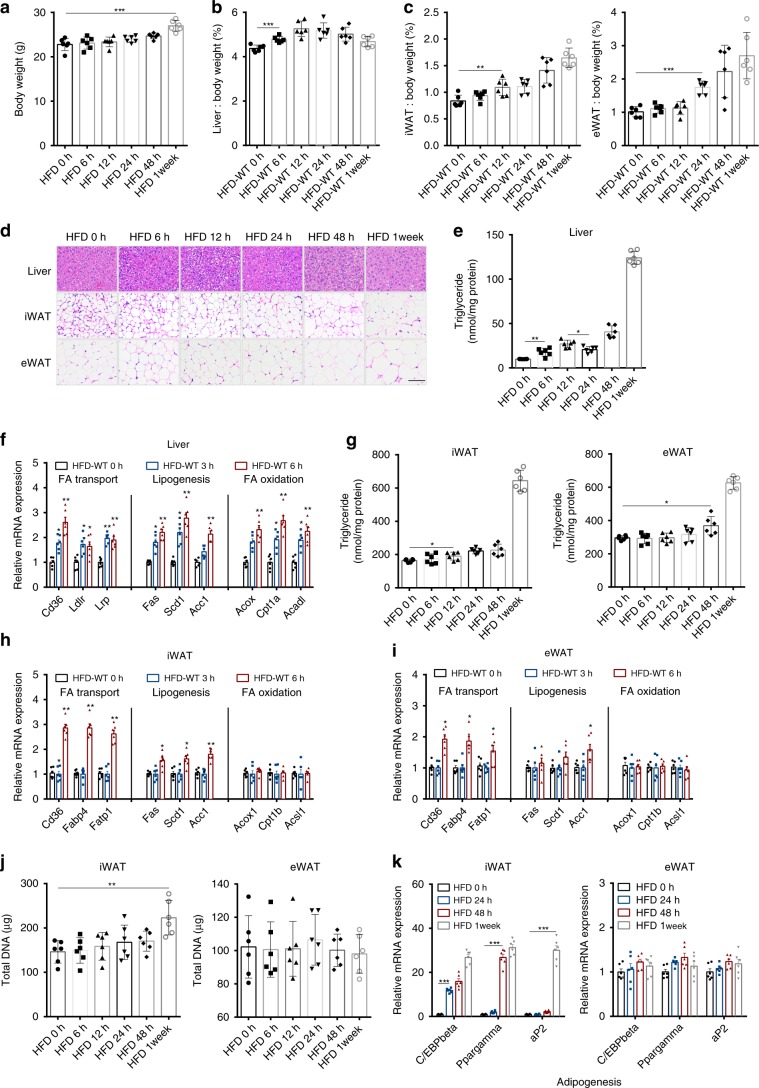
The liver responds to acute lipid overload first in mice. **a** Body weight of mice. **b**–**c** Percentages of liver **b**, iWAT **c** and eWAT **c** weight relative to the whole-body weight of HFD-fed mice at different time points. **d** H&E staining of liver, iWAT and eWAT from HFD-fed mice at different time points. (Scale bar: 50 μm). **e** TG content in the liver. **f** Expression of genes related to fatty-acid transport, lipogenesis and fatty-acid oxidation in the liver of HFD-fed mice at the indicated times. **g** TG contents in iWAT and eWAT. **h**–**i** Expression of genes related to fatty-acid transport, lipogenesis and fatty-acid oxidation in iWAT and eWAT of HFD-fed mice at the indicated times. **j** Quantification of adipocyte number in iWAT and eWAT from HFD-fed mice at different time points. **k** Expression of genes related to adipogensis in the WATs of HFD-fed mice at the indicated times. Six-week-old C57BL/6J mice were fed a HFD for 0 h, 6 h, 12 h, 24 h, 48 h and 1 week (*n* = 6 mice per group). iWAT: inguinal white adipose tissue. eWAT: epididymal white adipose tissue. Data are expressed as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, unpaired *t* test. Source data are provided as a Source Data file. See also Supplementary Fig. 1.

### Hepatocytes remodel adipocytes via EVs after lipid overload

It is well accepted that the liver produces a series of circulating factors that modulate the functions of other organs. Thus, we challenged differentiating 3T3-L1 preadipocytes with medium from isolated primary hepatocytes of HFD-fed mice. ORO (ORO) staining and gene expression analysis showed that HFD-hepatocyte-conditioned medium (HFD-CM) significantly enhanced TG accumulation in 3T3-L1 preadipocytes (Fig. 2a, b). However, when we assessed the expression of hepatokines and cytokines previously reported to modulate adipose homoeostasis, there were no significant changes in expression of these genes in the livers of HFD-induced mice, except for *Tgf1β* (Supplementary Fig. 2a). Of particular interest was FGF21, which has a positive effect on adipose remodelling^12,25^. However, *Fgf21* mRNA in the liver and FGF21 protein in the plasma of HFD-fed mice as well as conditioned medium from primary hepatocytes isolated from HFD-fed mice remained unchanged compared with those in mice fed a normal chow diet (Supplementary Fig. 2a–c). In addition, cell lysis and apoptosis assessments showed no significant changes between the hepatocytes of mice fed a chow diet and those fed a HFD (Supplementary Fig. 2d and e). Therefore, we speculated that other hepatic secretory factors are responsible for regulating TG deposition in 3T3-L1 preadipocytes.

**Fig. 2:**
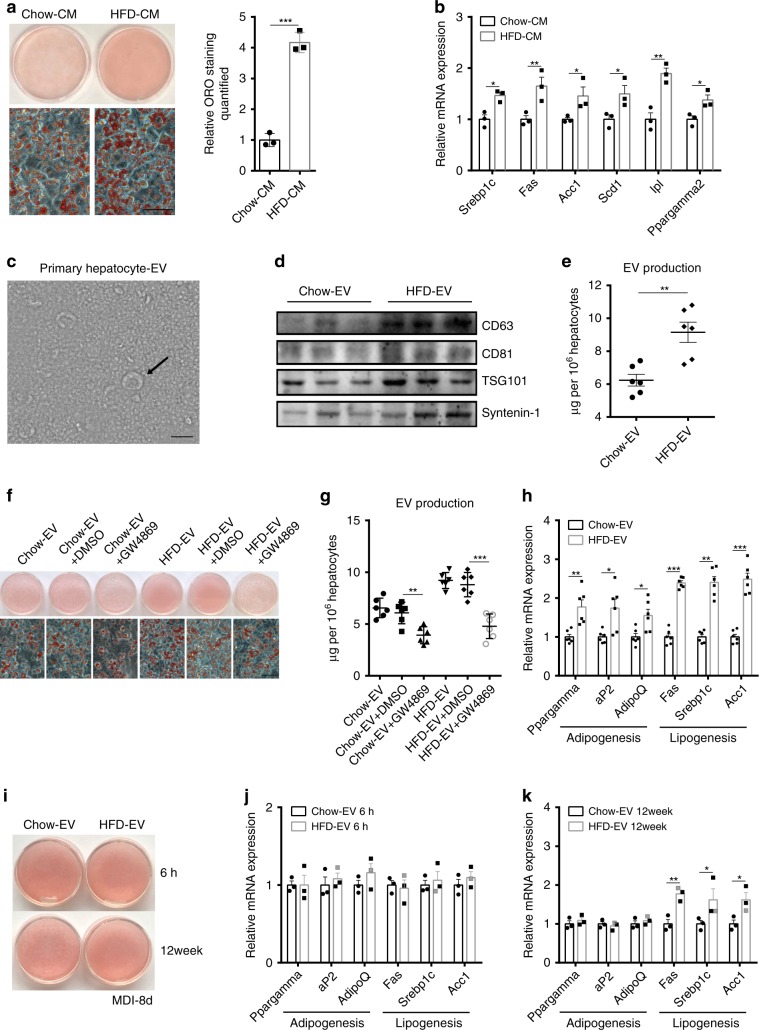
Hepatocytes remodel adipocytes via EVs after lipid overload. **a** Hepatocyte-conditioned medium (Chow-CM or HFD-CM) prepared from primary hepatocytes from mice fed either a normal chow diet or a HFD that were incubated in EV-free medium for 48 h was added to 3T3-L1 preadipocytes. Adipocytes that differentiated from 3T3-L1 preadipocytes at day 6 after MDI induction were stained with ORO. ORO-positive staining in 3T3-L1 preadipocytes was quantified. (*n* = 3 biologically independent samples, scale bar, 50 μm). **b** Expression of lipogenesis-related genes in 3T3-L1 preadipocytes treated with Chow-CM and HFD-CM. (*n* = 3 biologically independent samples). **c** Electron microscopy analysis of EVs secreted by primary hepatocytes from mice fed a normal chow diet. (Scale bar, 200 nm). **d** The EV-related protein markers CD63, CD81, TSG101 and Syntenin-1 were measured by western blotting. These blots are representative of three independent replicated experiments, each containing three samples. **e** EV production by primary hepatocytes from mice fed a normal chow diet or HFD. (*n* = 6 biologically independent samples). **f** Hepatocyte-derived EVs (Chow-EV or HFD-EV) were added to 3T3-L1 preadipocytes. GW4869 (10 μm) was used to treat donor WT cells to inhibit EV formation. Adipocytes that differentiated from 3T3-L1 adipocytes at day 6 after MDI induction were stained with ORO. (Scale bar, 50 μm). **g** EV production by primary hepatocytes treated with 10 μm GW4869. (*n* = 6 biologically independent samples). **h** Expression of genes related to adipogenesis and lipogenesis in 3T3-L1 preadipocytes from Fig. 2f. (*n* = 6 biologically independent samples). **i** Hepatocyte-derived EVs from mice that consumed a normal chow diet or a HFD for 6 h and 12 weeks were added to 8-day differentiated 3T3-L1 preadipocytes. Adipocytes that differentiated from 3T3-L1 preadipocytes at day 10 after MDI induction were stained with ORO. **j**–**k** Expression of genes relating to adipogenesis and lipogenesis in 3T3-L1 preadipocytes from Fig. 2i. (*n* = 3 biologically independent samples). Data are presented as the mean ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, unpaired *t* test. Source data are provided as a Source Data file. See also Supplementary Figs. 2 and 3.

Recent data suggest a novel cell-specific targeting and metabolic signalling role for EVs as natural conveyors of information between cells and across various tissues through the lateral transfer of macromolecules^16,17,21,22,26^. To examine the function of hepatic EVs, we isolated primary hepatocytes from mice fed a normal chow diet or a HFD and then cultured these cells for 48 h. After dead cells and debris were removed from the conditioned medium, electron microscopy (Fig. 2c) and nanoparticle tracking analysis (NTA) (Supplementary Fig. 3f) revealed that microvesicles isolated by 100,000 × *g* ultracentrifugation contain an abundant number of hepatic EVs with a diameter of ~ 150 nm (10–15% underestimated owing to fixation and dehydration) compared with the number in EV-free medium (Supplementary Fig. 3d). Density gradient ultracentrifugation analysis^27^ of these EVs confirmed that they primarily consist of EVs at fractions 2 and 3 (F2 and F3, respectively) (Supplementary Fig. 3a and e left), consistent with that published for exosomes (1.13–1.19 g per mL)^28^. The EVs expressed the exosome-specific protein markers TSG101, Syntenin-1 and CD63 and were largely in F2–F3 (Supplementary Fig. 3b). Furthermore, histone 3 and calreticulin were not detectable in the hepatic EV fraction (Supplementary Fig. 3c), indicating that the EVs isolated from primary hepatocytes with this protocol contained little to no cellular debris contamination.

We excluded the contamination of potential non-EV carriers of miR-122 because miR-122 outside of EVs was washed out to the greatest extent by density gradient ultracentrifugation (Supplementary Fig. 3e right). In addition, we found that hepatic miR-122 (a specific miRNA enriched in hepatocytes) was increased in mouse serum EVs and adipose after short-term and long-term HFD consumption (Supplementary Fig. 3g–j). The EV markers CD63, CD81, TSG101, Syntenin-1^27^ (Fig. 2d) and overall EV production (Fig. 2e) suggested that hepatic EV abundance was enhanced in response to HFD consumption. Furthermore, EV collected from HFD-CM (HFD-EV) enhanced TG deposition in 3T3-L1 preadipocytes, and a several-fold increase in hepatic miR-122 expression was observed in the adipocytes (Fig. 2f, h and Supplementary Fig. 3k). Importantly, prior addition of GW4869 (an inhibitor of EV secretion) to the hepatocytes blocked EV production, the delivery of miR-122 from hepatocytes into 3T3-L1 adipocytes and lipid accumulation in adipocytes, showing that hepatocytes secrete extracellular miRNAs predominantly in an EV-dependent manner (Fig. 2f, g and Supplementary Fig. 3l). Interestingly, when we challenged fully differentiated 3T3-L1 preadipocytes (8 days, the stage that adipogenesis finishes but lipogenesis proceeds) for 2 days with HFD-EV from mice subjected to HFD consumption for 6 h or 12 weeks, the effects of EV on adipogenesis and lipogenesis were different. The 5-ethynyl-2′-deoxyuridine (EdU)-positive cells showed there is no difference in proliferation between HFD-6h EV-treated cells and HFD-12w EV-treated cells (Supplementary Fig. 3m). Although ORO staining showed no significant change between the two groups (Fig. 2i), the HFD-12w EV still stimulated lipid accumulation by day 10 of methylisobutylxanthine/dexamethasone/insulin (MDI) treatment as indicated by lipogenesis gene expression and lipid staining (Fig. 2k and Supplementary Fig. 3n), whereas the HFD-6h EV no longer stimulated further lipid accumulation by day 10 of MDI (Fig. 2j and Supplementary Fig. 3n), showing the different effect of HFD-6h EV. Taken together, these data indicate that upon exposure to excess lipid, the liver remodels adipose in an EV-dependent manner.

### Liver-driven adipose remodelling is mediated by liver Ggpps

The formation and release of EVs from a cell involves the transportation, interaction and fusion of endosomal vesicles. We have reported that Ggpps, a key enzyme in the mevalonate pathway for GGPP synthesis, is critical for the formation of the docked granule pools involved in insulin release^29^ and endosomal function^30^. We found that HFD consumption enhanced Ggpps expression in mouse livers within 12 h after starting consumption, and FFA treatment directly increased Ggpps levels in primary hepatocytes as soon as 8 h after treatment (Fig. 3a). In addition, hepatocytes with *Ggpps*-knockdown exhibited clustered distribution of CD63-positive vesicles and decreased EV secretion compared with control cells (Fig. 3b, c). We further established a liver-specific *Ggpps* knockout mouse (*Ggpps* LKO, Supplementary Fig. 4a–c) to study hepatic EV secretion and TG deposition in WATs after lipid overload. When we subjected *Ggpps* LKO mice to lipid overload conditions, eWAT and iWAT fat masses significantly decreased, as quantified by nuclear magnetic resonance (Fig. 3d, e). The weights of both iWAT and eWAT deposits were significantly decreased (Fig. 3f, g), and the sizes of both iWAT and eWAT were reduced in *Ggpps* LKO mice (Fig. 3h, i), whereas the cell number (based on DNA content) in the fat tissue in both iWAT and eWAT did not differ between the WT and LKO mice (Supplementary Fig. 4d). Thus, the reduction in adipose mass in *Ggpps* LKO mice was attributable to decreased adipocyte size in both iWAT and eWAT. Meanwhile, hepatic *Ggpps* deletion improved systemic glucose tolerance but not insulin sensitivity (Supplementary Fig. 4e and f). Analyses of lipid metabolism-related gene expression in adipose with lipogenesis and lipolysis assay also indicated that *Ggpps* deletion in the liver significantly decreased lipogenesis and enhanced lipolysis in iWAT (Fig. 3j and Supplementary Fig. 4g and h). These genetic and physiological data suggest that Ggpps in hepatocytes regulates liver-driven WAT remodelling.

**Fig. 3:**
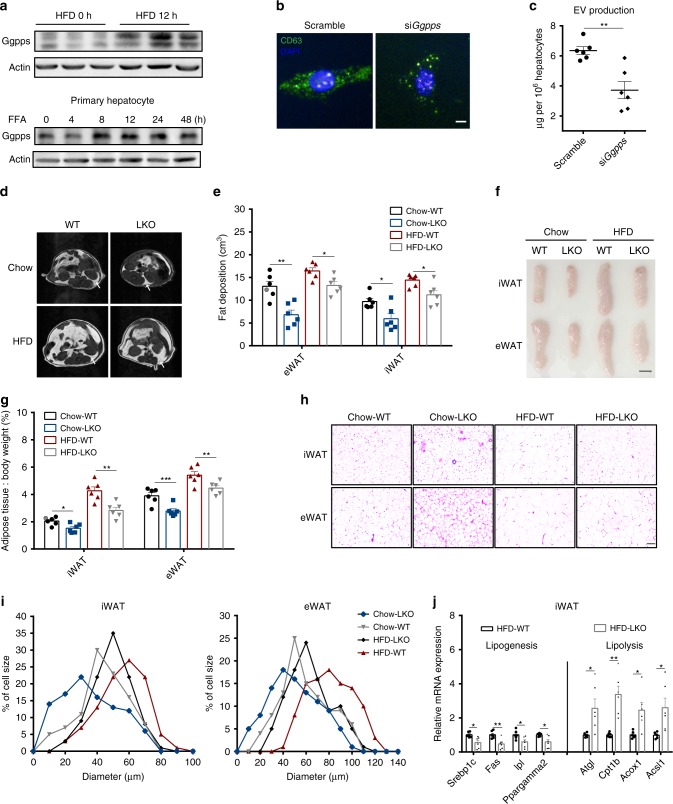
Liver-driven adipose remodelling is mediated by liver Ggpps. **a** Ggpps protein levels in livers from HFD-fed (12 h) C57BL/6J mice following the time-dependent FFA incubation of primary hepatocytes. The FFA mixture included oleic acid and palmitic acid at a ratio of 2:1 dissolved in BSA. (*n* = 3 mice per group). **b** Fluorescence microscopy of primary hepatocytes treated with a scrambled control (Scramble) or a *Ggpps* siRNA (si*Ggpps*). (Scale bar, 5 μm). **c** EV production by WT and *Ggpps*-knockdown primary hepatocytes. (*n* = 6 biologically independent samples). **d** Whole-body fat distribution in WT and liver-specific *Ggpps* knockout mice (LKO) fed a normal chow diet or a HFD, as visualised by NMR. **e** Calculation of eWAT and iWAT mass in the mice from **d**. (*n* = 6 mice per group). **f** Comparison of eWAT and iWAT mass in WT and LKO mice fed a normal chow diet or a HFD. (*n* = 6 mice per group, scale bar, 5 mm). **g** Fat index (percentage of fat pad weight relative to the whole-body weight) of iWAT and eWAT in the mice from **f**. (*n* = 6 mice per group). **h** H&E staining of iWAT and eWAT from mice in **g** (Scale bar, 50 μm). **i** Quantification of the diameters of adipocytes from iWAT and eWAT collected from WT and LKO mice fed a normal chow diet or a HFD. Data were collected from H&E-stained sections from three individual mice, five fields per mouse, 10–15 cells per field in each group and analysed using ImageJ software. **j** Expression of genes related to lipogenesis and lipolysis in iWAT from WT and LKO mice fed a HFD. (*n* = 6 mice per group). Data from WT and LKO mice fed a normal chow diet and HFD for 12 weeks (starting at 8 weeks old) are presented as the means ± SEM. *P < 0.05, **P < 0.01, ***P < 0.001, unpaired *t* test. Source data are provided as a Source Data file. See also Supplementary Fig. 4.

### *Ggpps* regulates EV secretion via Rab27A geranylgeranylation

We found that *Ggpps* deficiency did not affect cell viability (Supplementary Fig. 5a and b) or hepatokine secretion upon examination of several hepatokines, such as FGF21 in the liver, plasma or primary hepatocytes (Supplementary Fig. 5c–e). We then determined whether EVs mediate liver-driven WAT remodelling by Ggpps. The production of EV secreted from primary hepatocytes isolated from LKO mice was significantly decreased compared with that in hepatocytes isolated from wild-type mice (Fig. 4a). *Ggpps* deficiency inhibited EV secretion as determined by the expression of the EV markers CD63 and TSG101 (Fig. 4b). Regarding endosomal function, prenylation of Rab is indispensable owing to its role in promoting localisation to membranes, where Rab exerts its functions to mediate EV secretion. Protein prenylation regulates various Rab-GTPases, most of which contain C-X-C or C-C motifs (C: cysteine) on the C-terminus^31^ and function in EV secretion, including Rab7, Rab5A, Rab5B and Rab27A. Previous work has shown that the formation and release of exosomes from cells are regulated by several Rab-GTPases, particularly Rab27^32^. To illustrate the relationship between Ggpps and EV secretion, we examined the effect of Ggpps on several Rab-GTPases (including Rab27A and Rab5), which regulate the formation and release of EVs. In hepatocytes, geranylgeranylation and the hydrophobic properties of Rab27A (Fig. 4c) and Rab5 (Fig. 4d) were largely increased with lipid overload but were reduced when Ggpps was knocked down. When we transfected primary hepatocytes with plasmids containing wild-type Rab27A or the Rab27AC219S mutant (mutation of the geranylgeranyl site), we observed that cells expressing Rab27AC219S showed clustered distribution of CD63-positive vesicles and decreased EV production (Fig. 4e–g), and Ggpps overexpression did not reverse the effects of the Rab27A geranylgeranyl site mutation in hepatocytes, suggesting that Ggpps regulates multivesicular endosome distribution and EV secretion in a Rab-GTPase prenylation-dependent manner.

**Fig. 4:**
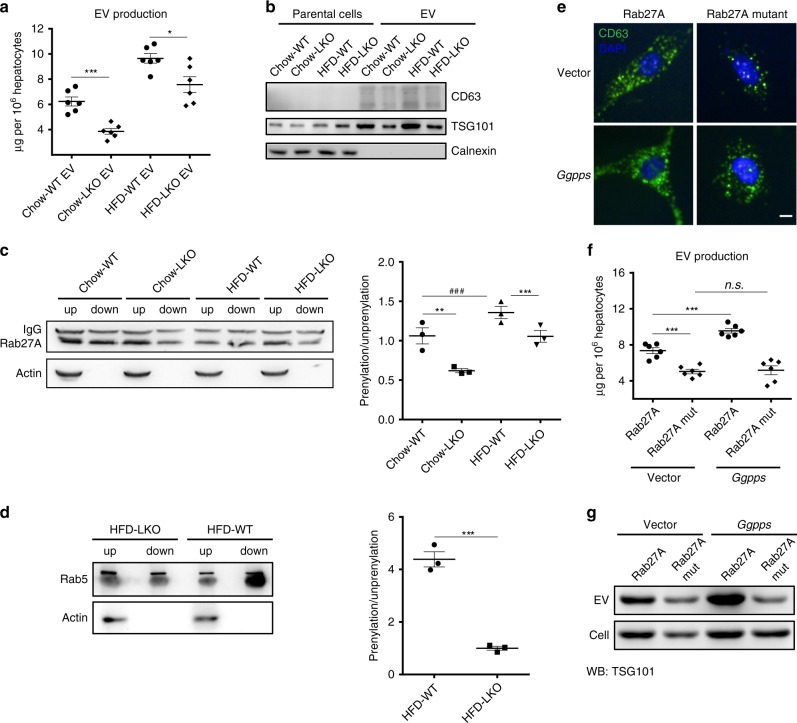
Ggpps regulates hepatocyte-derived EV secretion. **a** EV production by primary hepatocytes from WT and liver-specific *Ggpps* knockout mice (LKO) fed a normal chow diet or a HFD. (*n* = 6 mice per group). **b** CD63, TSG101 and Calnexin protein levels in parental cells and EVs from WT and LKO mice fed a normal chow diet or a HFD. **c** Membrane-associated Rab27A (lipid-soluble protein with geranylgeranylation in the detergent phase, down) and cytoplasm-associated Rab27A (water-soluble protein with no geranylgeranylation in the aqueous phase, up) were obtained by Triton X-114 extraction and analysed by immunoblotting. (*n* = 3 biologically independent samples). **d** Membrane-associated Rab5 (lipid-soluble protein with geranylgeranylation in the detergent phase, down) and cytoplasm-associated Rab5 (water-soluble protein with no geranylgeranylation in the aqueous phase, up) were obtained by Triton X-114 extraction and analysed by immunoblotting. (*n* = 3 biologically independent samples). **e** Fluorescence microscopy of primary hepatocytes co-infected with empty vector or Ggpps vector and WT or mutant Rab27A and stained with anti-CD63 antibodies and DAPI (nucleus, blue). (Scale bar, 5 μm). **f** EV production by primary hepatocytes from **e**. (*n* = 6 biologically independent samples). **g** TSG101 protein levels in the parental cells and EVs from **e**. Data from 8-week-old WT and LKO mice fed a normal chow diet or a HFD for 12 weeks are presented as the means ± SEM. Groups were analysed using an unpaired *t* test, *P < 0.05, **P < 0.01, ***P < 0.001, WT vs. LKO; ^###^*P* < 0.001, Chow vs. HFD. Source data are provided as a Source Data file. See also Supplementary Fig. 5.

### Hepatic EVs mediate adipose remodelling by Ggpps

To verify that hepatocyte-derived EVs can truly enter into adipose in vitro, we labelled EVs with the fluorescent dye PKH67 and then added them to the culture medium of mature adipocytes to visualise any green fluorescence staining in these cells with an Operetta High Content Imaging system for 5 h. We found that the direct regulatory functions in adipocytes mediated by hepatic EVs might be adipocyte-specific, as these EVs directly entered into adipocytes (Fig. 5a and Supplementary Movie 1) but not myocytes (Supplementary Fig. 6a). To further verify that hepatic EVs enter into adipose in vivo, we injected labelled hepatic EVs into WT and LKO mice fed a chow diet or a HFD (Chow-WT, Chow-LKO, HFD-WT and HFD-LKO) via tail vein. We detected a strong hepatic EV signal (red fluorescence) in adipose at 6 h post injection, suggesting that hepatocyte-derived EVs can be taken up by both iWAT and eWAT and that HFD consumption could enhance EVs uptake into adipose tissue. In addition, compared with wild-type hepatocytes, hepatocytes with *Ggpps* deficiency resulted in fewer EVs taken up by adipose tissue, suggesting that liver Ggpps has a critical role in the liver–adipose axis (Fig. 5b and Supplementary Fig. 6b). When we injected mice with either Chow-EVs or HFD-EVs via tail vein, iWAT and eWAT mass and weight (Fig. 5c), lipogenesis-related gene expression (Fig. 5d) and miR-122 levels in adipose (Supplementary Fig. 6c right) were all significantly increased in mice injected with HFD-EV compared with those injected with Chow-EV, whereas the initial weight and food intake of mice showed no significant change (Supplementary Fig. 6c left and middle). In addition, EV collected from the conditioned medium of *Ggpps*-null hepatocytes from HFD-fed mice (HFD-LKO EV) did not enhance TG deposition (Fig. 5e) or lipogenesis-related gene expression (Supplementary Fig. 6d) in 3T3-L1 preadipocytes. Meanwhile, HFD-WT EV increases fat accumulation in the LKO mice, whereas HFD-LKO EV does not (Fig. 5f). A concomitant increase in the expression of lipogenesis genes and decrease in the expression of lipolysis genes in iWAT and eWAT from HFD-LKO mice were also observed after HFD-WT EV treatment (Fig. 5g, h). Moreover, after injecting mice with HFD-WT EV via tail vein, we found that the expression of genes related to lipid metabolism changed rapidly within 30 min after injection in iWAT and 1 h in eWAT (Supplementary Fig. 6e), suggesting that hepatic EVs regulate lipid metabolism-related genes to affect adipocyte function. These results suggest that hepatic EVs mediate liver-driven adipose remodelling through Ggpps.

**Fig. 5:**
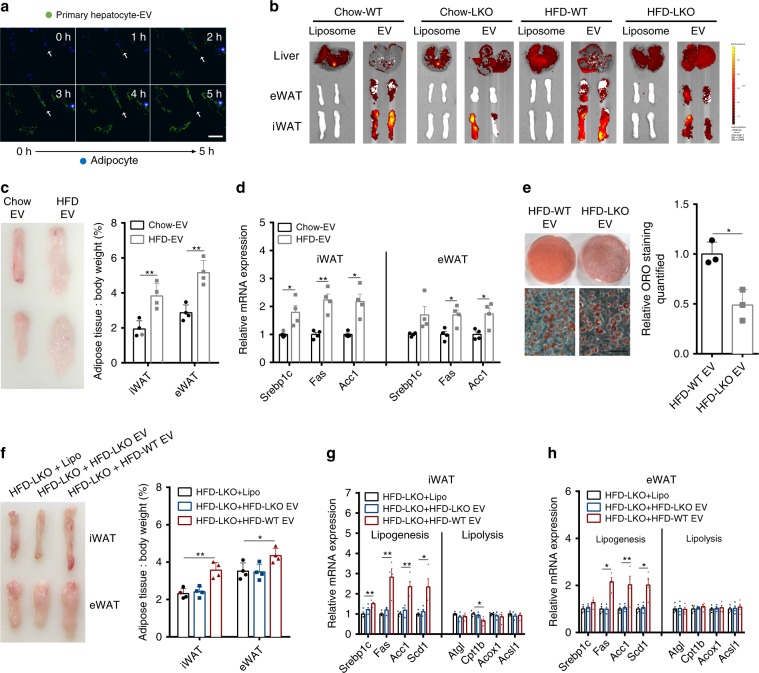
Hepatic EVs mediate adipose remodelling by Ggpps. **a** Primary hepatocyte-derived EVs uptake in 3T3-L1 adipocytes after 5 h of co-culture. (Scale bar, 50 μm). **b** EVs produced by primary hepatocytes isolated from WT mice fed a normal chow diet were injected via tail vein into WT and LKO mice fed a normal chow diet or a HFD. Empty liposomes were used as controls. Red fluorescence levels in the liver, iWAT and eWAT were acquired after 6 h with an IVIS Spectrum system. **c** EVs produced by primary hepatocytes isolated from mice fed a normal chow diet (Chow-EV) or a HFD (HFD-EV) were injected via tail vein every 3 days for 6 weeks into 8-week-old mice fed a normal chow diet. Comparison of iWAT and eWAT in the mice after treatment with EVs. The percentages of iWAT and eWAT weight relative to the whole-body weight of mice treated with Chow-EV and HFD-EV were calculated. (*n* = 4 mice per group). **d** Expression of genes related to lipogenesis in iWAT and eWAT of mice treated with Chow-EV and HFD-EV in **c**. (*n* = 4 mice per group). **e** Hepatic EVs produced from WT and LKO mice fed a HFD (HFD-WT EV and HFD-LKO EV, respectively) were added to 3T3-L1 preadipocytes. Adipocytes that differentiated from 3T3-L1 preadipocytes at day 6 after MDI induction were stained with ORO. ORO-positive areas of 3T3-L1 preadipocytes were quantified. (*n* = 3 biologically independent samples per group, scale bar, 50 μm). **f** EVs produced by primary hepatocytes isolated from LKO or WT mice fed a HFD (HFD-LKO EV or HFD-WT EV) were injected via tail vein every 3 days for 3 weeks into 8-week-old HFD-LKO mice. The mass of iWAT and eWAT in HFD-LKO mice was compared, as was the fat index of iWAT and eWAT. Empty liposomes were used as controls. (*n* = 4 mice per group). **g**–**h** Expression of genes related to lipogenesis and lipolysis in iWAT **g** and eWAT **h** of the mice from **f**. (*n* = 4 mice per group). Data from 8-week-old WT and LKO mice are presented as the means ± SEM. *P < 0.05, **P < 0.01, unpaired *t* test. Source data are provided as a Source Data file. See also Supplementary Fig. 6 and Supplementary Movie 1.

### Characterisation of miRNAs inside hepatocyte-derived EVs

Secreted miRNAs have been reported to convey regulatory signals across various tissues^15,22^. Thus, we compared differences in miRNA content in hepatic EVs between chow diet- and HFD-fed mice. 

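The miRNAs in EVs secreted by primary mouse hepatocytes were measured on 1-colour (Cy3) Agilent mouse miRNA arrays, with 1 array for each of 4 groups. Chow-EV and HFD-EV came from wild-type mice fed chow or a diet with 60% of calories from fat. Chow-LKO EV and HFD-LKO EV came from mice on the same diets whose hepatocytes lacked Ggpps, the gene of an enzyme of isoprenoid synthesis. The paper describes the knockout as liver-specific. It used Mx1-Cre, induced by injection of polyinosinic-polycytidylic acid at 7 weeks of age. The Methods do not say whether wild-type mice were injected. The mice were 20 weeks old and had been on the diet for 12 weeks, the hepatocytes were cultured for 48 h, and 5 µg of EVs were loaded per group. Each array held a pool from 4 animals, so no group has replicates, and no test between groups was made. Each error given with ± is the SD between replicate spots on the arrays compared, which covers technical noise within an array and not differences between animals, cultures or EV preparations. All 4 arrays were on 1 slide and were read in 1 scan. The files hold spot signals from Agilent Feature Extraction, background-subtracted but not normalised between arrays. The Methods name U6 as the normaliser and GenePix Pro as the software, but the arrays carry no probe named U6. Outlier spots were left out (2146 in Chow-EV, 2473 in HFD-EV, 2544 in Chow-LKO EV and 2321 in HFD-LKO EV, of 56430 miRNA spots each), and no spot was saturated. The spots of each probe were averaged, and the 1 to 4 probes of each miRNA were summed. A miRNA was taken as above background where most spots of at least 1 of its probes were marked so by Feature Extraction. By this rule, 497 miRNAs (26.4% of those on the array) were above background in Chow-EV, 493 (26.2%) in HFD-EV, 482 (25.6%) in Chow-LKO EV and 508 (27.0%) in HFD-LKO EV, and 443 were so on all 4 arrays. The median signal of the miRNAs above background was 120.1, 143.9, 141.2 and 122.9 in the same order. Each array was divided by the 75th percentile of its signals over the 443 miRNAs, which was 507.9 for Chow-EV, 561.0 for HFD-EV, 614.1 for Chow-LKO EV and 527.7 for HFD-LKO EV. Ratios are given as log2, and a miRNA above background on only 1 of the arrays compared has a bound in place of a ratio.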

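HFD-EV held 14 miRNAs at least 2-fold higher and 9 miRNAs at least 2-fold lower than Chow-EV, among 511 with a ratio or a bound. miR-141-5p had the largest log2 ratio at 1.94 ± 0.21, followed by miR-1969 at 1.59 ± 0.32. miR-18a-5p, from the miR-17-92 cluster that promotes cell proliferation, had a log2 ratio of 1.28 ± 0.10. The largest decreases were those of miR-8097 (-1.45 ± 0.21), miR-7037-5p (-1.31 ± 0.47), miR-6239 (-1.24 ± 0.30) and miR-3960 (-1.22 ± 0.03). With the total gene signal of Feature Extraction, miR-141-5p was at 0.11 and miR-7037-5p reversed to 4.75, and in the authors' own normalised signals miR-141-5p was 5th at 0.85. Over all settings the log2 ratio lay between 0.60 and 1.73 for miR-1969, 0.70 and 1.42 for miR-18a-5p, -1.55 and -0.66 for miR-8097, -1.63 and -0.37 for miR-6239 and -1.32 and -0.77 for miR-3960. miR-3061-5p, miR-3069-3p and miR-96-5p were above background in HFD-EV only and were at least 2.74-fold, 2.73-fold and 2.35-fold higher there. miR-3057-5p, above background in Chow-EV only, was at least 2.25-fold lower in HFD-EV. All 9 members of the let-7 family, inhibitors of proliferation, were higher in HFD-EV by more than 2 spot SDs, with a median log2 ratio of 0.56 and the lowest value, 0.15 ± 0.06, for let-7g-5p. All 10 measured members of miR-17-92 and its paralogous clusters were also higher, with a median of 0.67, and examples are miR-19a-3p (0.79) and miR-17-5p (0.78). Among miRNAs known to act in adipocyte differentiation, all 9 measured were higher, with a median of 0.61. These medians exceeded those of 99.8%, 99.9% and 99.6% of 10000 random lists matched on size and signal, and the median over all 477 miRNAs measured on both arrays was 0.10. Random lists hold unrelated miRNAs, whereas neighbours within 10 kb moved together in wild-type EVs (median difference of 0.30 against 0.49 for random pairs). These percentiles can therefore overstate how unusual a list of linked miRNAs is. Some members of the let-7 and adipocyte differentiation lists are also in Fig. 6a. The study chose the miRNAs of that figure on these same arrays, which can raise the percentiles of these lists too. Hepatocyte-enriched miRNAs had a median log2 ratio of -0.01 with 3 of 6 members above 0, and without scaling between arrays the median was 0.14. miR-122-5p, the main miRNA of hepatocytes, was at 0.00 ± 0.05. Of 6 markers of immune and Kupffer cells, 4 were measured, with a median of 0.48 (0.24 with a normexp background correction and 0.28 with no filter and a floor), and miR-142a-3p was at 0.90 ± 0.17 while miR-223-3p was at -0.16 ± 0.09. The counts moved with the processing: without scaling, 32 miRNAs were at least 2-fold higher and 5 lower, and with a normexp background correction 2 were higher and 2 lower. That correction adds an offset of 50 to every spot, which shrinks the ratios of dim miRNAs. In the authors' normalised signals, 2 were at least 2-fold higher and 3 lower.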

The miRNA array showed that HFD-EV exhibited significant alterations in the miRNA expression pattern compared with that in Chow-EV (Supplementary Fig. 7a). Among these altered miRNAs, let-7e-5p had the greatest increase in HFD-EV (Fig. 6a). 

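let-7e-5p was higher in HFD-EV than in Chow-EV by a log2 ratio of 1.27 ± 0.12, a 2.42-fold difference. It comes from Mirlet7e on chromosome 17 (GRCm38.p6, 17830352 to 17830444), beside the genes of miR-99b and miR-125a. Without the screen of the Methods, the ratio was the 5th largest of those of the 477 miRNAs measured on both arrays, after miR-141-5p, miR-1969, miR-210-3p and miR-18a-5p. The other 8 let-7 miRNAs, which differ from let-7e-5p by few bases, had lower ratios, up to 0.71 ± 0.07 for let-7i-5p. Both probes of let-7e-5p were above background on both arrays. Under the other settings, its rank in this comparison lay between 5 and 9, and its log2 ratio was 0.67 with a normexp background correction. In the authors' normalised signals it ranked 7 in HFD-EV over Chow-EV. It ranked 1 in the authors' fold change column for HFD-EV, which equals HFD-EV over Chow-LKO EV.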

Our results showed that primary hepatocytes from mice fed a HFD expressed higher intracellular levels of miR-122, let-7e-5p, miR-31-5p and miR-210-3p, leading to increased levels of these miRNAs in EVs (Supplementary Fig. 7b). Consistent with the previous finding that hepatic EVs directly enter adipocytes, we detected increased miR-122, let-7e-5p, miR-31-5p and miR-210-3p levels in adipocytes with endogenous knockout of let-7e-5p (let-7e-5p^−/−^), miR-210-3p (miR-210-3p^−/−^) and miR-31-5p (miR-31-5p^−/−^) when cells were treated with WT EVs derived from primary hepatocytes (Fig. 6b). These miRNAs from EVs increased TG deposition in 3T3-L1 preadipocytes, as EVs from let-7e-5p^−/−^ and miR-210-3p^−/−^ hepatocytes from HFD-fed mice significantly blocked lipid accumulation, whereas EVs from miR-31-5p^−/−^ hepatocytes had no obvious effect as determined by ORO staining (Fig. 6c). However, EVs from let-7e-5p^−/−^, miR-210-3p^−/−^ and miR-31-5p^−/−^ HFD-hepatocytes downregulated the expression of genes related to adipogenesis and lipogenesis (Fig. 6d) and upregulated the expression genes related to fatty-acid oxidation and thermogenesis (Supplementary Fig. 7c).

**Fig. 6:**
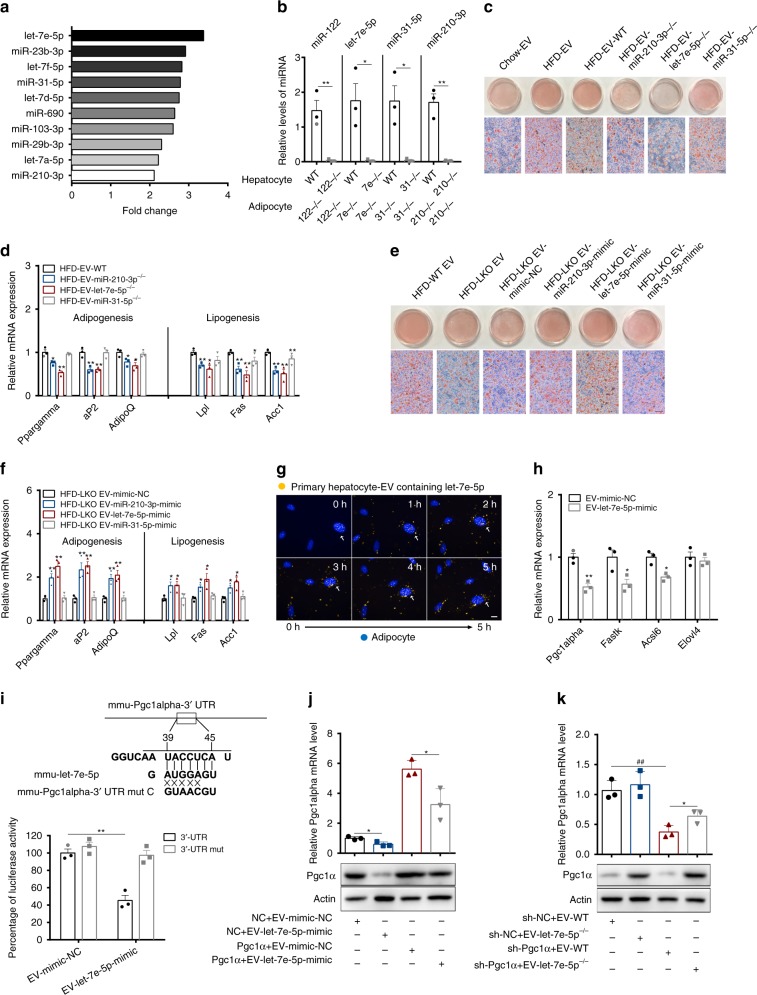
MiRNAs in hepatic EVs mediate liver-driven adipose remodelling. **a** The fold change of several miRNAs under HFD-EVs compared with Chow-EVs. **b** The relative miRNAs levels in miRNA knockout adipocytes that received WT, miR-122^−/−^, let-7e-5p^−/−^, miR-31-5p^−/−^ or miR-210-3p^−/−^ EVs derived from primary hepatocytes. **c** EVs from primary hepatocytes isolated from Chow- or HFD-fed WT mice and transfected with miRNA inhibitors (Chow-EV, HFD-EV, HFD-EV-WT, HFD-EV-miR-210-3p^−/−^, HFD-EV-let-7e-5p^−/−^, HFD-EV-miR-31-5p^−/−^) were added to 3T3-L1 preadipocytes. Adipocytes that differentiated from 3T3-L1 preadipocytes at day 8 after MDI induction were stained with ORO. (Scale bar, 50 μm). **d** Expression of genes related to adipogenesis and lipogenesis in the 3T3-L1 preadipocytes from **c**. **e** EVs from primary hepatocytes isolated from HFD-fed WT or LKO mice and transfected with various miRNA mimics (HFD-WT EV, HFD-LKO EV, HFD-LKO EV-mimic-NC, HFD-LKO EV-miR-210-3p-mimic, HFD-LKO EV-let-7e-5p-mimic, HFD-LKO EV-miR-31-5p-mimic) were added to 3T3-L1 preadipocytes. Adipocytes that differentiated from 3T3-L1 preadipocytes at day 8 after MDI induction were stained with ORO. (Scale bar, 50 μm). **f** Expression of genes related to adipogenesis and lipogenesis in the 3T3-L1 preadipocytes from **e**. **g** Purified PKH67-labelled EVs secreted by primary hepatocytes transfected with Cy3-labelled let-7e-5p were incubated with 3T3-L1 preadipocytes cultured in a chamber. (Scale bar, 5 μm). **h** Expression of genes related to fatty-acid oxidation and thermogenesis in 3T3-L1 preadipocytes cultured with or without EVs from primary hepatocytes transfected with let-7e-5p mimic. **i** Putative miRNA target sites of let-7e-5p within the 3′-UTR of Pgc1α. Relative luciferase activity in 3T3-L1 cells co-transfected with EV-let-7e-5p-mimic and reporter plasmid constructs containing either the WT or mutated 3′-UTR of Pgc1α. **j**–**k** Pgc1α mRNA and protein levels in 3T3-L1 cells co-transfected with plasmids expressing Pgc1α or a scrambled control (NC) and with EV-mimic-NC or EV-let-7e-5p-mimic **j**, or with adenovirus expressing an shRNA targeting Pgc1α (sh-Pgc1α) or a scrambled control shRNA (sh-NC) and simultaneously transfected with EV-WT or EV-let-7e-5p^−/−^ **k**. Data are presented as the mean ± SEM. *n* = 3 biologically independent samples per group. Groups were analysed using an unpaired *t* test, *P < 0.05, **P < 0.01; ^##^*P* < 0.01, sh-NC vs. sh-Pgc1α. Source data are provided as a Source Data file. See also Supplementary Figs. 7 and 8.

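All 10 miRNAs of Fig. 6a were above background on both arrays and higher in HFD-EV than in Chow-EV by more than 2 spot SDs, with a median log2 ratio of 0.74. miR-210-3p, which hypoxia induces, had a log2 ratio of 1.48 ± 0.09, and miR-31-5p one of 1.11 ± 0.09. miR-690 was at 1.00 ± 0.08 (0.64 to 1.14 over all settings), miR-23b-3p at 0.76 ± 0.06, miR-103-3p, which impairs insulin signalling in liver and fat, at 0.73 ± 0.08, and miR-29b-3p, which limits collagen expression, at 0.58 ± 0.07. The let-7 miRNAs of the panel other than let-7e-5p were let-7d-5p at 0.61 ± 0.06, let-7f-5p at 0.60 ± 0.08 and let-7a-5p at 0.56 ± 0.03. All 10 kept this direction under each of the 10 alternative settings, and without scaling their median was 0.89. Among these settings, the signal over 30 and the lack of a filter with a floor leave the 10 ratios unchanged by construction. These miRNAs were chosen by the study on the same arrays, so their shared direction is not independent evidence, and 4 of them belong to the let-7 list and 3 to the adipocyte differentiation list.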

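In Chow-LKO EV, let-7e-5p had a log2 ratio of -2.01 ± 0.23 against Chow-EV, and in HFD-LKO EV one of -2.11 ± 0.16 against HFD-EV. These were the 2nd largest decrease among the 463 miRNAs measured on both arrays and the 4th largest among 474. In Chow-LKO EV, 1 of the 2 probes of let-7e-5p was not above background, and by the brightest probe of each miRNA its log2 ratio there was -1.84. miR-31-5p, from Mir31 on chromosome 4 (GRCm38.p6, 88910557 to 88910662), was at -0.80 ± 0.09 on chow and -0.74 ± 0.08 on the high-fat diet. miR-210-3p, from Mir210 on chromosome 7 (141221384 to 141221493), was at 0.15 ± 0.10 on chow, within 2 spot SDs of 0, and at -0.57 ± 0.07 on the high-fat diet. Over all settings, miR-31-5p on chow lay between -0.93 and -0.53 and miR-210-3p between 0.02 and 0.42. miR-122-5p was at -0.16 ± 0.06 and 0.00 ± 0.05 (0.11 and -0.09 without scaling, and -0.61 in Chow-LKO EV with quantile normalisation). Against Chow-EV, 15 miRNAs were at least 2-fold higher and 28 at least 2-fold lower in Chow-LKO EV, of 514 with a ratio or a bound. Against HFD-EV, 41 were higher and 39 lower in HFD-LKO EV, of 521. miR-450a-2-3p, from the X chromosome, had the largest decrease in both comparisons among miRNAs measured on both arrays, at -2.02 ± 0.18 and -2.72 ± 0.15. miR-5132-3p was at -1.90 ± 0.28 and -2.30 ± 0.24. miR-125a-5p, encoded beside let-7e, was at least 4.67-fold lower in Chow-LKO EV, where it was not well above background, and was at -1.57 ± 0.18 in HFD-LKO EV. The largest increase on chow was that of miR-6938-5p at 1.75 ± 0.25. Over all settings the log2 ratio of miR-450a-2-3p lay between -2.09 and -0.66 on chow and -2.84 and -0.98 on the high-fat diet, that of miR-5132-3p between -2.52 and -0.77 and -2.48 and -0.85, that of miR-125a-5p on the high-fat diet between -1.66 and -0.56 and that of miR-6938-5p on chow between 0.33 and 2.02, each weakest with the normexp correction or in the authors' normalised signals. miR-146a-5p, a brake on inflammatory signalling, was higher on both diets, at 1.07 ± 0.09 (0.64 to 1.34 over all settings) on chow and 1.02 ± 0.09 on the high-fat diet. The let-7 family had a median log2 ratio of -0.60 in Chow-LKO EV with all 9 members below 0 (5 of 9 and -0.32 without scaling, 8 of 9 with quantile normalisation and 7 of 9 with the percentile over all miRNAs), lower than in all but 0.2% of random lists matched on size and signal, which unlike let-7 hold unrelated miRNAs. Some let-7 miRNAs are in Fig. 6a and were chosen by the study on these same arrays, which can make that share more extreme. In HFD-LKO EV the let-7 median was -0.57 (-0.34 with a normexp background correction), with 8 of 9 below 0. Hepatocyte-enriched miRNAs had medians of -0.37 (-0.10 without scaling and -0.21 with the percentile over all miRNAs) and -0.45. The medians over all miRNAs measured on both arrays were -0.13 and -0.06. Of the random lists matched to the hepatocyte-enriched list, 13.8% and 5.3% had lower medians. Its lowest member in both comparisons, miR-194-5p, was at -0.68 ± 0.06 and -0.64 ± 0.03. The 4 measured markers of immune and Kupffer cells had medians of 0.53 and 0.63 (0.28 and 0.41 with a normexp background correction, and 0.08 and 0.04 with no filter and a floor), and here miR-223-3p was at 0.75 ± 0.09 and 0.73 ± 0.09 while miR-142a-3p was at -0.69 ± 0.25 and -0.59 ± 0.16. With the total gene signal of Feature Extraction, let-7e-5p was at 2.73 in Chow-LKO EV, which its spots there do not bear out. With a normexp background correction it was at -0.78 there and -1.05 in HFD-LKO EV. At 2-fold, the numbers of higher and lower miRNAs on chow were 37 and 8 without scaling and 17 and 47 with Feature Extraction's own detection call. They were 2 and 3 with the normexp correction and 5 and 2 in the authors' combined table. On the high-fat diet they were 10 and 5 with the normexp correction and 16 and 6 in the authors' normalised signals.

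**Figure D1:**
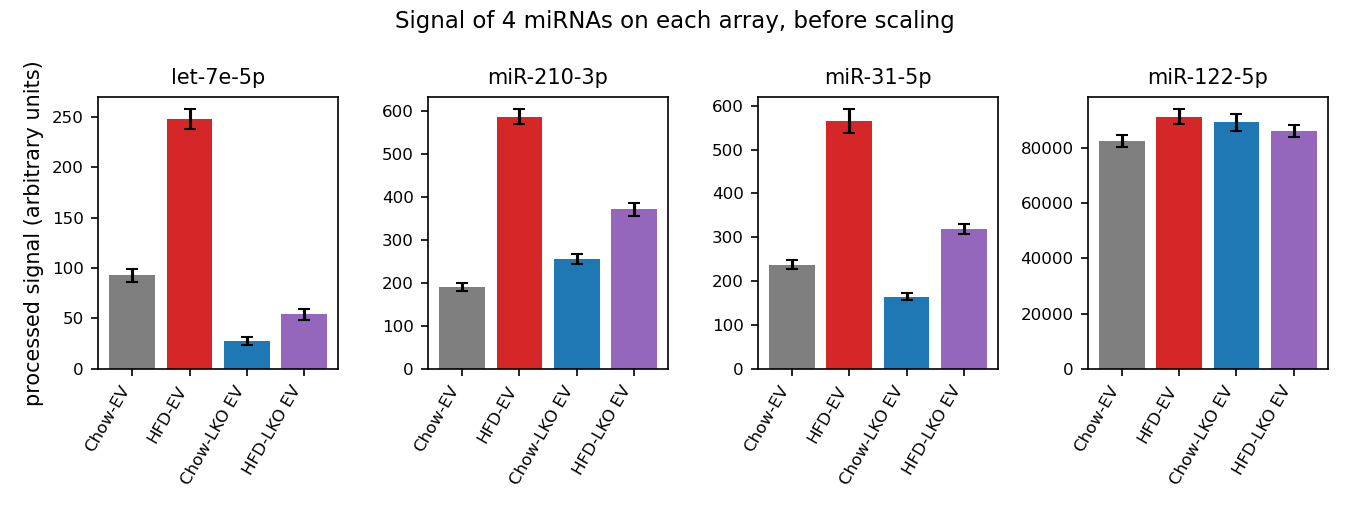
Processed signal, in arbitrary units and before scaling, of let-7e-5p, miR-210-3p, miR-31-5p and miR-122-5p on each of the 4 arrays; each panel has its own axis, bars are the summed probe means and error bars the SD between replicate spots. let-7e-5p and miR-31-5p are lower in the LKO group on each diet, and miR-210-3p is lower in HFD-LKO EV than in HFD-EV but not in Chow-LKO EV than in Chow-EV.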

Meanwhile, a miRNA array and qPCR confirmed that let-7e-5p, miR-210-3p and miR-31-5p levels in EVs were decreased in *Ggpps* LKO mice (Supplementary Fig. 7a and d). The functional loss of EV-driven WAT remodelling was rescued by EVs from hepatocytes transfected with either let-7e-5p mimics or miR-210-3p mimics under HFD conditions (Fig. 6e), which is in accordance with previous findings that miRNA-210-3p regulates adipocyte differentiation through Wnt signalling^33^. Treatment with let-7e-5p mimics enhanced the expression of genes related to adipogenesis and lipogenesis (Fig. 6f) and diminished the expression of genes related to mitochondrial biogenesis (Supplementary Fig. 7e). Extracellular flux analysis further indicated that the mitochondrial respiration of lipids in adipocytes was substantially inhibited by EV-let-7e-5p-mimic (Supplementary Fig. 7f). In addition, the number of mitochondria in adipocytes was decreased by EV-let-7e-5p-mimic (Supplementary Fig. 7g). All these data indicated that EVs containing let-7e-5p increase lipogenesis and reduce lipid oxidation.

To determine whether the transferred let-7e-5p was indeed associated with EVs, we transfected WT cells with Cy3-labelled let-7e-5p mimics, isolated the EVs and then labelled the EVs with a green fluorescent marker. The EVs were then incubated with 3T3-L1-let-7e-5p^−/−^ cells. After a 5-h incubation with the labelled EVs, Cy3 fluorescence was observed in the recipient cells, in which it was colocalised with the green fluorescence-labelled EV membranes (Fig. 6g), suggesting that let-7e-5p was packaged in the EVs. Together, these data showed that let-7e-5p can be transferred from hepatocytes to adipocytes by EVs.

Based on computational algorithm analysis, the target genes of let-7e-5p are involved in mitochondrial function and thermogenesis, including PPARγ coactivator-1 α (Pgc1α), Fastk and Acsl6 and Elovl4, the expression of which was decreased by EVs from hepatocytes transfected with let-7e-5p mimics (Fig. 6h). In accordance with this finding, the expression profile of these genes in the white adipose tissue of mice fed a HFD was decreased compared with that in mice fed a chow diet (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE14363). Among these genes, Pgc1α showed the most significant change. Moreover, *Ggpps* deficiency in the liver resulted in decreased let-7e-5p levels and elevated Pgc1α abundance in iWAT and eWAT (Supplementary Fig. 7h and i). Meanwhile, the expression of let-7e-5p changed rapidly in WATs when we injected mice with HFD-WT hepatic EVs via tail vein (Supplementary Fig. 7j). To confirm that hepatic EVs affect adipocyte function through let-7e-5p and Pgc1α, we identified a conserved target site in the 3′-UTR of the Pgc1α mRNA transcript that can bind both human and mouse let-7e-5p. A luciferase assay with reporter plasmids containing the Pgc1α 3′-UTR in 3T3-L1 preadipocytes indicated that let-7e-5p markedly decreased luciferase activity with wild-type Pgc1α 3′-UTR but not with the mutant 3′-UTR site (Fig. 6i). The EV-let-7e-5p mimic repressed mRNA and protein levels of Pgc1α (Fig. 6j), whereas EV-let-7e-5p^−/−^ effectively increased those of Pgc1α (Fig. 6k). These data suggest that let-7e-5p directly targets Pgc1α to affect adipose remodelling.

Pgc1α is an inducible transcriptional coactivator for the biogenesis of mitochondria and is involved in glucose and fatty-acid metabolism for adaptive energy metabolism in adipose and other tissues^34,35^. To further confirm the role of EVs containing let-7e-5p in liver-driven adipose remodelling, we injected HFD-WT EVs transfected with anti-let-7e-5p (anti-let-7e-5p-EV) into the iWAT of mice. Anti-let-7e-5p-EV significantly decreased iWAT mass compared with the mass in mice treated with anti-scramble-EV; this decrease was rescued by decreasing Pgc1α levels with adeno-Pgc1α-shRNA (Supplementary Fig. 7k). The expression of lipid oxidation genes also indicated that anti-let-7e-5p-EV increased the expression of *Cpt1b*, *Acox1* and *Mcad*, and this increase was reversed by the injection of adeno-Pgc1α-shRNA (Supplementary Fig. 7l), further suggesting that EVs containing let-7e-5p are responsible for liver-driven adipose remodelling.

Reports have shown that miRNAs must be associated with the RNA-induced silencing complex containing the Argonaute (Ago) endonuclease to achieve silencing of their mRNA targets^36^. To analyse whether Ago interacts with hepatic EV-let-7e-5p to directly target Pgc1α in let-7e-5p^−/−^ adipocytes, RNA–protein complexes were immunoprecipitated with antibodies specific to Ago (Supplementary Fig. 8a), and RNA was isolated from the complex for analysis. qPCR analysis showed that treatment of adipocytes with hepatic EVs overexpressing let-7e-5p led to an increase amount of let-7e-5p (Supplementary Fig. 8b) and Pgc1α (Supplementary Fig. 8c) bound to the Ago protein. These observations suggest that by complexing with Ago, hepatic EV-let-7e-5p was transferred to adipocytes, which then targets Pgc1α to regulate lipid deposition.

An analysis of liver samples from patients with steatosis (Supplementary Table 1) also suggested that *Ggpps* expression levels were directly correlated with TG content in the livers of 23 patients (Fig. 7a). Let-7e-5p was also enriched in the plasma EVs of NAFLD patients with a BMI > 30 compared with its expression in NAFLD patients with a BMI < 30 (Fig. 7l). Although general enrichment of let-7e-5p and the other four miRNAs was observed in the plasma EVs of HFD-fed mice (Fig. 7b–f), only EV-let-7e-5p and EV-miR-210-3p exhibited significant positive correlations with BMI (Fig. 7g–j). We also found that let-7e-5p was more highly expressed than either miR-31-5p or miR-210-3p in liver samples from humans (Fig. 7k). Interestingly, EV-miRNA-210-3p also demonstrated higher expression levels in NAFLD patients with BMI > 30, similar to that observed with let-7e-5p (Fig. 7m–o). These data indicate that miRNAs in hepatic EVs are responsible for liver-driven adipose remodelling in humans. The other factors within EVs that are responsible for this remodelling must be further explored.

**Fig. 7:**
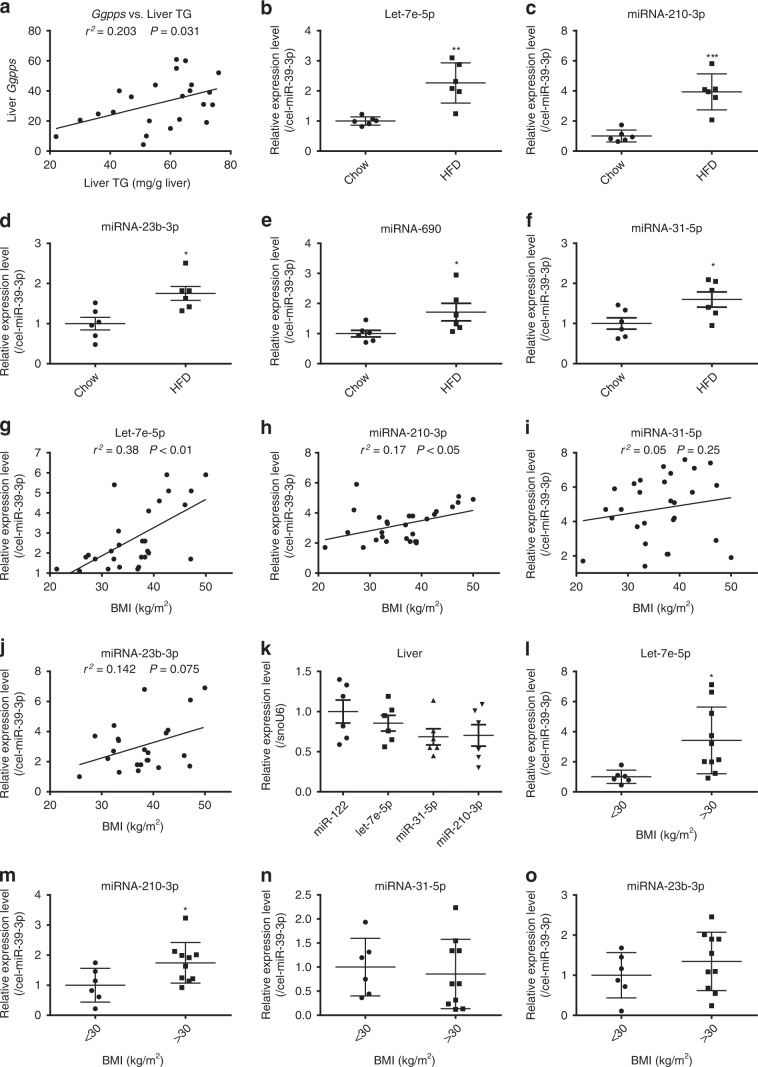
*Ggpps* mRNA levels and MiRNA levels of EVs in mice and patients. **a** Linear regression analysis between liver TG count and *Ggpps* mRNA levels in patients (*n* = 23 samples). **b**–**f** The levels of let-7e-5p, miR-210-3p, miR-23b-3p, miR-690 and miR-31-5p among the plasma EVs of mice fed a normal chow diet and a HFD. The relative values refer to the fold change of each miRNA in HFD-EVs compared with that in Chow-EVs. (*n* = 6 mice per group). **g**–**j** Linear regression analysis between BMI and let-7e-5p, miR-210-3p, miR-31-5p and miR-23b-3p levels in plasma EVs from patients (*n* = 28 samples). **k** The relative expression levels of miR-122, let-7e-5p, miR-210-3p and miR-31-5p in the livers of patients. The relative values refer to the fold change of let-7e-5p, miR-210-3p and miR-31-5p levels compared to miR-122 levels (*n* = 6 samples). **l**–**o** Let-7e-5p, miR-210-3p, miR-31-5p and miR-23b-3p levels in the plasma EVs of NAFLD patients with a BMI < 30 or > 30. The relative values refer to the fold change of each miRNA in EVs from patients with BMI > 30 patients compared with that in EVs from patients with BMI < 30. (BMI < 30: *n* = 6 samples; BMI > 30: *n* = 10 samples). Data are presented as the mean ± SD. *P < 0.05, **P < 0.01, ***P < 0.001, (**a**, **g**, **h**, **i**, **j**) linear regression analysis; (**b**, **c**, **d**, **e**, **f**, **l**, **m**, **n**, **o**) unpaired *t* test. Source data are provided as a Source Data file. See also Supplementary Table 1.

Our study suggests that Ggpps in the liver responds to acute and chronic lipid overload and remodels lipid deposition in adipose tissue via adipogenesis and lipogenesis through hepatocyte-derived EVs containing miRNAs such as let-7e-5p (Fig. 8).

**Fig. 8:**
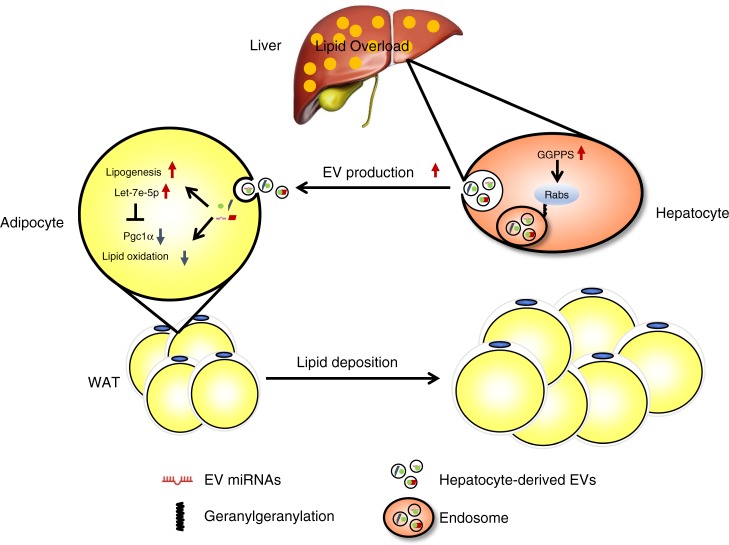
Schematic for the contribution of hepatic EVs to adipose remodelling. Induced Ggpps expression in hepatocytes by acute and chronic HFD consumption gives rise to hepatocyte-derived EV secretion through Rab27A geranylgeranylation, which remodels adipose tissue via adipogenesis and lipogenesis. Hepatocyte-derived EVs containing miRNAs enhance lipid deposition in adipocytes by increasing lipogenesis and inhibiting lipid oxidation through the let-7e-5p-Pgc1α axis.

## Discussion

Although metabolic organs such as the liver, adipose and skeletal muscle were previously reported to be crucial for regulating lipid homoeostasis, particularly in cases of obesity, exercise and fasting; little is known about which organs play a central role in this communication system under specific physiological conditions. Here, we show that the liver has an early role in the aetiology of metabolic dysfunction associated with lipid overload and then sends a signal to modulate the metabolic functions of adipose, including lipid deposition. This signal is conveyed by hepatic EVs containing miRNAs, which are increased in response to lipid overload and directly target adipocytes by EVs. Among these EV-containing miRNAs, let-7e-5p enhances adipocyte lipid deposition by increasing lipogenesis and inhibiting lipid oxidation through Pgc1α. In summary, these findings indicate that the liver, as a ‘sensor’ of lipid overload and a ‘commander’ of lipid metabolism, triggers an integrated response to modulate the metabolic functions of adipose by directly secreting miRNA-containing hepatocyte-derived EVs.

Upon consumption of a normal diet, the liver either takes up dietary glucose and circulating chylomicron remnants and stores them by converting these molecules to TG or packages lipids into lipid-rich lipoproteins to be used by peripheral tissues such as adipose and skeletal muscle. However, long-term nutrient overload, such as increased dietary fat consumption, may exacerbate these phenotypes and prompt TG accumulation in adipose and ectopic lipid accumulation in the liver, causing hepatic steatosis^37,38^; this situation is usually observed when obesity has already developed. However, the response is different at the beginning when the body is first exposed to lipid overload. We noted a discrepancy in fat deposition within the liver, adipose and skeletal muscle after short-term HFD consumption. The liver responds first to lipid overload, followed by adipose. Thus, we speculate that the accumulation of lipids in adipose might be attributable to ‘remote control command’ by the liver. We found that this command signal is conveyed via hepatic EVs containing miRNAs, including let-7e-5p and miR-210-3p, which target adipocyte mRNA to drive TG redistribution upon lipid overload. Interestingly, we found that HFD-6h EVs no longer stimulated further lipid deposition of differentiated 3T3-L1 preadipocytes by day 8, whereas the HFD-12w EVs still enhanced lipogenesis (Supplementary Fig. 2i–k). Our data indicate that in response to short-term lipid overload, hepatic EVs mediate adipose function via adipogenesis, leading to a much healthier systemic metabolism to relieve the pressure induced by acute lipid overload, which is in accordance with the phenotype that the adipocyte number and expression of adipogenesis-related genes increased in iWAT after 1 week of HFD consumption (Fig. 1j, k and Supplementary Fig. 1g). The fat-cell progenitors from different fat deposits in the body have distinct properties, so the inherent differences in SVF cell dynamics and the plasticity of iWAT and eWAT may contribute to the distinct responses of different fat deposits to lipid overload. The discrepancy in adipocyte number of iWAT and eWAT is in accordance with previous clinical data that fat-cell number increases in certain deposits in adults after only 8 weeks of increased food intake^39^. Meanwhile, long-term lipid overload causes hepatic EV-stimulated adipose hypertrophy via lipogenesis, resulting in a detrimental metabolic phenotype. Therefore, we found that the adipocyte size increased by 12 weeks HFD, and blocking Ggpps-dependent EV secretion was beneficial by reducing the adipocyte mass (Fig. 3) and improving systemic glucose tolerance. The different effects of hepatic EVs on adipogenesis and lipogenesis in adipocytes may result from the altered ‘remote command’ of the liver, different EVs, evoked by acute or chronic lipid overload. In summary, our work illuminates the differentiation potential of adipose via exposure to hepatic EVs to promote healthier systemic metabolism.

Organ interplay via certain metabolic stimulators is an important characteristic feature of cellular metabolic networks that primarily affects energy redistribution to maintain homoeostasis. Liver and adipose influences each other by several hepatokines and adipokines, like acylcarnitine^40^, IL-6^41^ and adipocyte-derived exosomes^15^. EVs secreted from macrophages or stem cells that act on adipose tissue can also alter whole-body metabolism^17,22,26^. EV trafficking between endothelial cells and adipocytes is regulated by the systemic metabolic state^16^. However, we still do not know how these tissues sense stress and then orchestrate inter-tissue communication.

In our working model, lipid overload causes upregulation of Ggpps expression in the liver via an unknown mechanism; this leads to adipose remodelling through regulation of EV secretion machinery under different dietary conditions. More interestingly, we have found that adipose takes up less EVs in the liver *Ggpps* deficiency mice, which deserves further research to unravel molecular mechanism. Ggpps is a branch enzyme in the mevalonate pathway, which plays an important role in regulating glucose homoeostasis and insulin sensitivity^42^, maintaining male fertility^43^ and facilitating cardiomyocyte growth^44,45^. Our results, together with previous findings, suggest that Ggpps influences not only the metabolic state of specific tissues but also the whole-body metabolic state by EV secretion.

Our results also show that the liver exhibits an adipose-targeting effect via EV-containing miRNAs. It is well established that the effects of EV targeting specifically depend on proteins such as integrins, MHC molecules and cytoskeletal proteins^21,46^. However, the precise mechanism underlying the adipose-targeting effect by liver remains unknown. This effect may also result from the specific targets of miRNAs. Analysis of the differentially expressed miRNAs in our study identified let-7e-5p as a highly expressed candidate of interest because let-7e-5p acts as a differentiation inducer in adipose-derived stem cells^47^. In addition, we predicted and confirmed Pgc1α as a target of let-7e-5p. 

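The signal of let-7e-5p was 92.7 ± 6.5 in Chow-EV, 247.5 ± 9.9 in HFD-EV, 27.8 ± 4.0 in Chow-LKO EV and 54.1 ± 5.7 in HFD-LKO EV, in arbitrary units after background subtraction. The SD of the negative control spots on the same arrays was 3.82, 6.63, 6.03 and 3.27. Both of its probes were above background in Chow-EV, HFD-EV and HFD-LKO EV, and 1 of them was so in Chow-LKO EV. Probes for different miRNAs differ in labelling and binding, so these signals do not rank let-7e-5p among the miRNAs of the EVs by abundance.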

Given the obvious importance of Pgc1α for adipocyte function^34^, it is not surprising that Pgc1α mediates let-7e-5p activity to alter adiposity. Future work will be necessary to reveal other miRNAs, proteins and metabolites within these EVs that cause changes in metabolic homoeostasis.

In conclusion, our study suggests that the liver is not just a passive ectopic deposition organ but rather is able to actively send signals to other organs upon exposure to metabolic stress, such as lipid overload, via secretion of EVs containing miRNAs, which broadens our understanding of the liver as a metabolic node that processes fuel. The central role of the liver in orchestrating lipid homoeostasis among tissues reminds us to focus on the regulatory functions of liver within the realm of obesity.

## Methods

### Human studies

Human liver tissues and sera were obtained from patients who underwent Roux-en-Y in the Drum Tower Hospital Affiliated with the Medical School of Nanjing University in Nanjing, China. We have complied with all relevant ethical regulations for work with human participants. Informed consent for the human study was provided by all participants, and all study protocols were reviewed and approved by the Ethical Committee of the Drum Tower Hospital Affiliated with the Medical School of Nanjing University. This study was registered in International Clinical Trial Registry Platform (ICTRP), with the clinical trial number NCT03296605 as an observational design. Initially, 88 subjects were enroled for this study. Of these subjects, 60 were excluded for the following reasons: females, viral hepatitis, hemochromatosis, or alcohol consumption (> 20 g/d for females and > 30 g/d for males). Several subjects met two or more of these exclusion criteria. Physical examinations, including heights, weights, WC and BP, were measured in accordance with standard protocol. Blood sample data, including glucose and triglycerides, were measured using Beckman AU5412 auto-analyzer according to the manufacturer’s protocol. Steatosis was assessed and scored in a scale of 0–3 to estimate the NAFLD activity score (NAS).

### Animal care and use

C57BL/6J mice were purchased from the Model Animal Research Center of Nanjing University. Liver-specific *Ggpps* knockout mice were generated by crossing *Ggpps*-floxed mice with *Mx1*-Cre transgenic mice. All mice were maintained on a normal 12 h/12 h light/dark cycle on a normal chow diet (Xietong Bio) or a HFD containing 60% of calories from fat (HFD) (Research Diets). For the HFD model, WT and *Ggpps* LKO mice were fed a HFD for 12 weeks starting at 8 weeks of age. *Mx1*-Cre expression can be driven by injection of double-stranded RNA polyinosinic–polycytidylic acid (PIPC), resulting in Cre-mediated recombination confined to the liver. *Ggpps* knockout was achieved by PIPC injection at 7 weeks of age, and the knockout efficiency was detected 1 week later. The animals were given access to water ad libitum. All mice used in the experiments were male. We have complied with all relevant ethical regulations for animal testing and research. All animal procedures were carried out in accordance with the approval of the Animal Care and Use Committee at the Model Animal Research Center of Nanjing University in Nanjing, China, and used protocols approved by the institutional animal care committee (#CS20).

### Primary hepatocytes and cell lines

Primary hepatocytes were prepared by collagenase digestion via catheterisation of the inferior vena cava (IVC)^48^. Prior to collagenase infusion, the liver was perfused (3–4 min) via IVC after severing the portal vein. When the colour of the liver changed to light brown, perfusion was continued with collagenase for 2 min. Within 2 min of digestion, the liver was monitored for the appearance of cracking on the surface. Perfusion was stopped immediately and the liver was excised out into ice-chilled Buffer. Cells were filtered through 100 μm nylon filter and centrifuged at 60 × *g* for 6 min at 4 °C. The cell pellet was washed once in Buffer (without collagenase) by resuspending and centrifuging at 60 × *g* for 6 min at 4 °C. The cell pellet was then mixed with Percoll and centrifuged at 100 × *g* for 10 min. Hepatocytes were collected as a pellet and washed once with Buffer (no collagenase) and then cultured in medium containing penicillin, streptomycin and 10% FBS. After overnight incubation, the culture medium was switched to EV-free Dulbecco’s Modified Eagle Medium (DMEM) supplemented with antibiotics.

To generate adipocytes, 3T3-L1 preadipocytes (gift from Dr. Qi-Qun Tang, Fudan Univeristy) were differentiated in induction medium (DMEM containing 10% FBS, 0.5 μg per mL insulin, 0.5 μm dexamethasone and 0.25 mm 3-isobutyl-1-methylxanthine) until day 2. Cells were then cultured in DMEM supplemented with 10% FBS and 0.5 μg per mL insulin for 2 days, after which the medium was replaced every other day with DMEM containing 10% FBS for 6–10 days. To induce myotube formation, L6 skeletal myoblasts (gift from Dr. Amira Klip, Hospital for Sick Children, Toronto, ON, Canada) were cultured in MEM supplemented with 4% FBS for 8–10 days. To induce the differentiation of 3T3-L1 preadipocytes, hepatocyte-conditioned medium was diluted 50-fold.

### Histological analysis

Standard H&E staining was performed on 5-μm-thick paraffin sections of liver, iWAT, eWAT and Gas muscle. Sections were stained with H&E for structural analysis. For WAT cell size quantification, cell diameters were measured in the H&E-stained sections of three individual samples in each group using ImageJ.

### Quantification of metabolites in mouse tissues and plasma

TGs (K622-100, BioVision, USA) were measured using colorimetric assays on a NanoDrop 2000c according to the manufacturer’s instructions. Plasma concentrations of FGF21 (MF2100, R&D Systems, USA) were measured by enzyme-linked immunosorbent assay using an iMark Microplate Absorbance Reader according to the manufacturer’s instructions.

### Computed tomography

Six-week-old male C57BL/6J mice fed a HFD for 0 h, 6 h, 12 h, 24 h, 48 h and 1 week were anaesthetised with isoflurane (DS Pharma Animal Health, USA) and analysed using the in vivo micro X-ray CT system R_mCT2 (Rigaku, Japan).

### Mature adipocytes and SVF isolation from adipose tissue

Adipose tissue was harvested and the SVF cells were isolated by enzymatic digestion (collagenase I; Sigma). The digested tissue was filtered through a 100-μm mesh filter to remove debris. The mature adipocytes floated above the supernatant after centrifugation. The cellular pellet involving the SVF was resuspended with an ammonium chloride lysis buffer to remove red blood cells.

### ORO staining and quantification

Cells were washed three times with phosphate-buffered saline (PBS) and then fixed for 20 min with 3.7% formaldehyde. Oil Red O (ORO; 0.5% in isopropanol) was diluted with water (3:2) and incubated with fixed cells for 2 h at room temperature. Cells were washed with water, and the stained fat droplets in the cells were visualised by light microscopy and photographed. After the plates were examined under a microscope, they were treated with 100% isopropyl alcohol to extract the resulting ORO solution, which was then measured at an absorbance of 520 nm.

### LDH release and apoptosis assays

LDH release was measured using the CytoTox 96 Non-Radioactive Cytotoxicity Assay kit (Promega Corporation, Madison, USA) according to the manufacturer’s instructions. In brief, primary hepatocytes isolated from mice fed a normal chow diet or a HFD were seeded in 96-well plates at a density of 5 × 10^4^ cells per well and harvested in phenol red-free medium after culture for 48 h. Cell culture media were then collected and used to measure the amount of LDH. The level of LDH was determined by measuring the absorbance at 490 nm with a microplate reader. For the apoptosis assay, cells were harvested and collected by centrifugation. Cells were washed with PBS and resuspended in 500 μL of binding buffer. After 5 μL each of Annexin V-FITC and propidium iodide (Beyotime, Nantong, China) were added, the cells were incubated in the dark for 10 min and then subjected to flow cytometric analysis.

### Isolation and characterisation of hepatic EVs

Bovine EV-depleted medium was obtained by overnight ultracentrifugation at 100,000 × *g* of medium supplemented with 20% FBS or CS. Primary hepatocytes were washed in PBS (Gibco) and further cultured in EV-depleted medium (10% FCS) for 48 h before the conditioned medium was collected for EV isolation. The media were recovered and centrifuged at 600 × *g* at 4 °C for 5 min to remove whole cells. The cell debris and apoptotic bodies in the medium were removed by centrifugation at 1200 × *g* at 4 °C for 15 min. The resulting medium was centrifuged at 10,000 × *g* at 4 °C for 30 min and then filtered through a 0.2-μm filter to remove large EVs. Clarified samples were then concentrated in 100 KD MWCO Amicon Ultra-15 centrifugal filter units and then subjected to ultracentrifugation at 100,000 × *g* for 1.5 h at 4 °C to pellet EVs. After the pellet was washed with PBS (100,000 × *g* for 20 min), it was resuspended in PBS, and EVs were characterised by measuring the expression of the EV-associated protein markers CD63, CD81, TSG101 and Syntenin-1 with western blotting. The EV concentration and size distribution were determined by dynamic light scattering technology using a Particle Metrix ZetaView Nanoparticle Tracking Analyser (detection range from 50 nm to1000 nm diameters). To visualise EVs by transmission electron microscopy (TEM), 5 μL of the EV sample was fixed overnight in 4% paraformaldehyde, and 5 μL of the fixed EV solution was transferred to Formvar and carbon-coated copper grids. The grids were covered and incubated for 10 min before they were washed once with distilled water and stained with 2% uranyl acetate prior to visualisation^49^. For all EV-related experiments, EV-free FBS or CS was used.

### Sucrose gradient fractionation analysis of EVs

Isolated EVs were analysed by sucrose gradient centrifugation according to a previously published protocol^16^. Crude EV preparations were diluted in 82% sucrose and layered at a sucrose gradient ranging from 82–10% (1.002–1.34 g per ml calculated density) as follows: 10–16% (F1), 22–28% (F2), 34–40% (F3), 46–52% (F4), 58–64% (F5) and 70–82% (F6). Samples were centrifuged at 100,000 × *g* for 8 h. The fractions were collected, diluted 1:100 in PBS and centrifuged at 100,000 × *g* for 1.5 h to pellet any EVs for western blot analysis. Samples were loaded into sodium dodecyl sulphate-polyacrylamide gel electrophoresis gels by volume normalisation.

### In vivo and in vitro treatment with EVs

For in vitro treatment, 5 μg per mL EVs, as determined by protein measurement, were added to 1 × 10^5^ recipient cells. To monitor EV trafficking in vitro, EVs were labelled with PKH67 fluorescent dye using a PKH67 fluorescent cell linker kit (Sigma-Aldrich, USA). After PKH67 staining, the EVs were purified to wash out PKH67 micelles by density gradient centrifugation^50^. Finally, PKH67-labelled EVs were resuspended in PBS. 3T3-L1 preadipocytes or L6 myocytes were incubated with PKH67-labelled EVs for 5 h. To monitor the trafficking of EVs containing miRNAs in vitro, EVs secreted by WT hepatocytes transfected with Cy3-labelled let-7e-5p were labelled with a PKH67 fluorescent dye and incubated with 3T3-L1 cells. Nuclei were visualised by staining with Hoechst 33258 (MCE, USA), and the cells were visualised with an Operetta High Content Imaging system (PerkinElmer, USA). A previous study showed that the quantity of circulating EVs in obese mice is ~ 30 μg per mouse^26^. Therefore, for in vivo treatment, 30 μg of hepatocyte-derived EVs were adoptively transferred into recipient mice via tail vein injection or iWAT injection.

### Metabolic parameter measurement

For the glucose tolerance test, mice were injected intraperitoneally with d-glucose (2 mg per g body weight) after an overnight fast, and tail blood glucose levels were monitored every 0.5 h using a glucometer monitor (Roche). For the ITT, mice were injected intraperitoneally with human insulin (Eli Lilly) (0.75 mU per g body weight) after a 4 h fast, and tail blood glucose was monitored every 0.5 h.

### Metabolic measurement

The oxygen consumption rate was measured with a Seahorse XF24 extracellular flux analyser according to the manufacturer’s instructions.

### EdU click assay

After 6d-differentiated 3T3-L1 preadipocytes were challenged with EVs from mice fed a HFD for 6 h or 12 weeks, the cells were stained with EdU. The number of EdU-positive cells was measured at 488 nm according to the instructions of the EdU Click Kit (Sigma-Aldrich, USA).

### Lipogenesis assay and lipolysis assay

For the lipogenesis assay, mature adipocytes from iWAT and 3T3-L1 adipocytes were isolated to measure lipid accumulation by a colorimetric assay (Cayman Chemical Company, MI, USA)^51^. Approximately 75 μL of Lipid Droplets Assay Fixative (Cayman Chemical Company, MI, USA) was added to each well and incubated for 15 min. Wells were washed with a wash solution twice for 5 min each and left to dry completely by placing the plate under a blowing hood. Dye extraction solution was added, the wells were gently mixed for 20 min and the degree of lipogenesis was quantified from lipid droplets in cells by obtaining the absorbance at a single fixed wavelength of 490 nm with a microplate reader. For the lipolysis assay, isolated adipocytes from iWAT were incubated in phenol red-free DMEM supplemented with 2% fatty acid-free bovine serum albumin (BSA) for the indicated time at 37 °C in the presence or absence of 10 μm isoproterenol. The glycerol content in the medium was measured colorimetrically at 540 nm according to the instructions of the Lipolysis Colorimetric Assay Kit (Sigma-Aldrich, USA) against a set of glycerol standards. The cells were then washed with ice-cold PBS and lysed in 1% Triton X-100 buffer, and the protein concentration was determined and used to normalise glycerol release. All experiments were carried out in triplicate.

### Fluorescent imaging

For in vivo fluorescent imaging, EVs were labelled with Dil (1,1′-Dioctadecyl-3,3,3′,3′-tetramethylindocarbocyanine perchlorate; Sigma-Aldrich, USA). DiI was added to an EV-PBS mixture at a final concentration of 1 μm and was incubated for 20 min before spin washing, followed by an additional wash to remove excess dye. Red-labelled EVs were injected via tail vein into WT or LKO mice fed a normal chow diet or a HFD, and whole-body red fluorescence was acquired on an IVIS Spectrum system (Caliper Life Sciences, USA). In the control groups, empty liposomes (FormuMax) were used^22^. The mice were killed 6 h later, their organs were prepared, and the red fluorescence was quantified in the liver and adipose tissue. The fluorescence intensity was measured using Living Image 3.1 software (Caliper Life Sciences, USA).

### MiRNA expression analysis

For the microarray analysis, the miRNA components in primary hepatocyte-derived EVs from WT and LKO mice fed a normal chow diet or a HFD were profiled. Each sample comprised a pool of EVs derived from the primary hepatocytes of four animals. Total RNA from each pooled sample was isolated using mirVanaTM PARISTM (Cat #AM1556, Ambion, Austin, TX, USA) for Agilent miRNA microarray analysis (Shanghai Biotechnology Corporation). Procedures were performed as described on the Shanghai Biotechnology Corporation website (http://www.ebioservice.com). Raw data were normalised to U6 levels and analysed using GenePix Pro 4.0 software (Axon Instruments, USA). The following criteria were used to screen the miRNAs from the array data set: miRNAs with a signal intensity > 30 were selected to avoid weak signal data; miRNAs from the HFD-EVs or Chow-LKO EVs groups were each compared with Chow-EVs group; and miRNAs that showed opposite expression ratios in the HFD-EV and Chow-LKO EV groups after normalisation. The data are presented as a heat map with a colour indicating the fold change for each miRNA. 

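Of 406 miRNAs above background and with a signal over 30 in Chow-EV, HFD-EV and Chow-LKO EV, 274 (67.5%) had ratios of opposite direction in HFD-EV and Chow-LKO EV. In this set, 177 were higher in HFD-EV and lower in Chow-LKO EV, and 97 were the reverse. At a difference of at least 1.5-fold in both comparisons, 25 were higher in HFD-EV and lower in Chow-LKO EV. This group holds miR-31-5p, miR-690, miR-23b-3p, miR-103-3p, let-7d-5p and let-7f-5p of Fig. 6a, together with miR-450a-2-3p (0.93 in HFD-EV) and miR-322-5p (0.65 in HFD-EV and -1.22 in Chow-LKO EV). Another 21 were lower in HFD-EV and higher in Chow-LKO EV, such as miR-6349 (-0.97 and 1.30) and miR-2137 (-0.73 and 1.25), and 0 were higher and 2 lower in both. At 2-fold in both, the screen kept 1 miRNA, miR-6407 (2.00-fold lower in HFD-EV, with a log2 ratio of 1.06 in Chow-LKO EV), which is named here after its values were seen. let-7e-5p is outside the 406 because its signal in Chow-LKO EV was under 30, and miR-210-3p is inside but has ratios of the same sign. Where a signal over 30 on at least 1 of the 3 arrays was enough, 295 of 437 miRNAs were opposite, let-7e-5p among them. Both ratios share the Chow-EV array. In 1000 simulations with spot noise alone, which leave out differences between samples of a group, 33.9% of miRNAs were opposite, and ratios without any relation would give 210.0 of 406. Pearson's r of the pair of ratios across miRNAs, which are not independent replicates, was -0.44, against 0.48 in the simulations with spot noise alone.

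**Figure D2:**
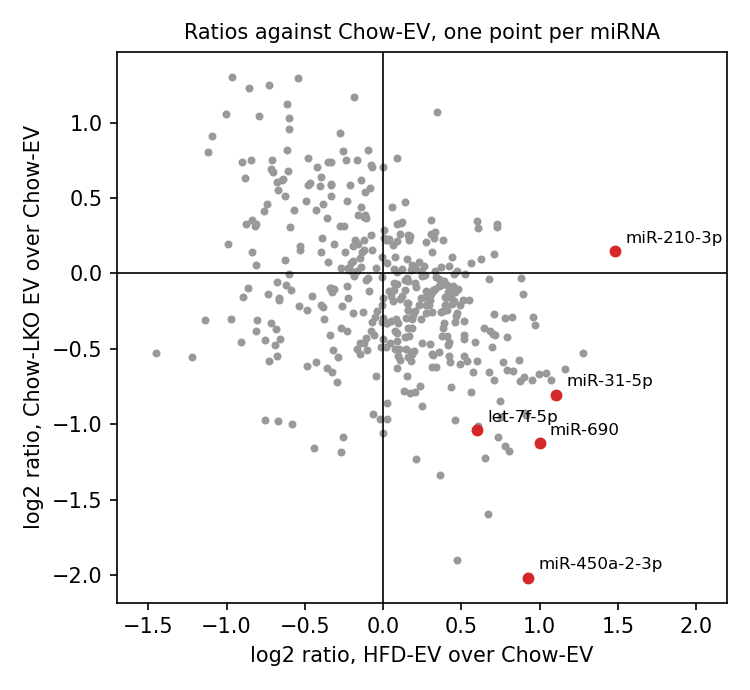
log2 ratio of Chow-LKO EV over Chow-EV (vertical axis) against that of HFD-EV over Chow-EV (horizontal axis), with 1 point for each of the 406 miRNAs and 5 named miRNAs in red. The lower right corner holds the 177 miRNAs higher in HFD-EV and lower in Chow-LKO EV, and the upper left the 97 that were the reverse.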

Quantitative real-time PCR analysis was used to verify miRNA expression. The cellular or EV-based miRNA expression was measured^52^. Data were normalised to levels of U6 (cellular), cel-miR-39-3p (plasma) or total protein from EVs as appropriate. All reagents for stem-loop RT were obtained from RiboBio (China). Primers and other reagents for mature miRNA assays were purchased from RiboBio (China).

### Adenoviral infection and MicroRNA or SiRNA transfection

3T3-L1 preadipocytes were incubated with adenovirus expressing either sh-Pgc1α or scrambled shRNA overnight in growth medium. The medium was then replaced, and cells were maintained in growth medium for an additional 36 h before miRNA transfection. Transfections were performed at a concentration of 20 nm for the mimics or antagomirs. After 4 h, the medium treating the transfection complex was replaced with fresh adipogenic induction medium. After 2 days of induction, the medium was replaced with adipogenic maintenance medium, and the cells were collected for RNA analysis after an additional 4 days of differentiation. All experiments were performed in triplicate for each condition and independently repeated four times. Mimics, antagomirs and siRNA were transfected into recipient cells with Lipofectamine RNAiMAX reagent (ThermoFisher Scientific, USA). After 24 h, the transfection efficiencies were validated by either qPCR or western blot analysis. The miR-mimics and antagomirs were purchased from RiboBio (China).

### Luciferase assay

Plasmids carrying the Renilla luciferase gene linked to a fragment of the Pgc1α 3′-UTR harbouring let-7e-5p putative-sites were co-transfected into 3T3-L1 cells along with either control miRNA or let-7e-5p mimic (RiboBio, China). A mutant 3′-UTR of Pgc1α was constructed by site-directed mutagenesis of let-7e-5p from AUGGAG into GUAACG. 3T3-L1 cells were cultured in DMEM (Gibco, USA) containing 10% CS and seeded in 12-well plates. At 24 h after plating, 0.2 mg of firefly luciferase reporter plasmid, 0.2 mg of pGL3-basic expression vector (Promega, USA) and equal amounts (20 pmol) of let-7e-5p mimic or scrambled negative control RNA were transfected into cells with Lipofectamine 2000 (Invitrogen, USA) according to the manufacturer’s instructions. A pGL3-basic vector was used as a transfection control. At 24 h post transfection, the cells were analysed using a luciferase assay kit (Promega, USA). All experiments were performed in triplicate wells for each condition and repeated three times independently.

### Immunofluorescence microscopy

Cells (1 × 10^5^) were seeded on glass coverslips for 18 h, fixed in 4% paraformaldehyde, quenched with 0.1 m glycine, permeabilized in 0.2% BSA-0.05% saponin in PBS and incubated with primary antibodies targeting CD63 (BD Biosciences, USA) followed by treatment with fluorescent-labelled secondary antibody and DAPI (Santa Cruz Biotechnology, USA).

### Subcellular fractionation

Subcellular primary hepatocyte fractionation was performed using the Triton X-114 partition method and ultracentrifugation^29^. In brief, hepatocytes with the indicated treatment were lysed in 500 µl lysis buffer. The total protein concentration was diluted to 1 mg/ml and partitioned with same volume of 4% Triton X-114 for 5 min at 37 °C to solubilise and fractionate the lipid-rich cell membrane. The aqueous upper phase contains enriched intracellular protein, and the organic lower phase contains highly enriched membrane-associated proteins. All the samples were subjected to immunoprecipitation and western blot detection of the proteins that were present at different portions.

### Co-immunoprecipitation analysis of Ago-RNA complex

First, let-7e-5p^−/−^ adipocytes were treated with EVs from hepatocytes transfected with mimic-NC or let-7e-5p mimic and then lysed in complete lysis buffer. Then, the total protein equivalent to 1.5 × 10^7^ cells was incubated with pan-Ago antibody at 4 °C overnight in immunoprecipitation (IP) buffer for Proteinase K digestion and RNA purification. Negative control mouse IgG was used as an IP control. Ago protein immunoprecipitation for western blot analysis and purification of total RNA associated with Ago were performed with a miRNA Target IP Kit (Active Motif) according to the manufacturer’s instructions.

### Western blot analysis

Cells or tissues were homogenised in radioimmunoprecipitation assay buffer supplemented with protease and phosphatase inhibitors (ThermoFisher Scientific, USA). Equal amounts of protein lysate from each biological replicate were subjected to western blotting. Primary antibodies targeting CD63 (Abcam, 1:1000; ab68418), TSG101 (Abcam, 1:1000; ab125011), Syntenin-1 (Abcam, 1:1000; ab205861), Rab5 (Abcam, 1:1000; ab18211), Rab27A (Abcam, 1:1000; ab55667), CD81(Santa Cruz Biotechnology, 1:1000; sc-166029), Pgc1α (Santa Cruz Biotechnology, 1:1000; sc-518038), GGPPS (Santa Cruz Biotechnology, 1:200; sc-271680), β-actin (Santa Cruz Biotechnology, 1:1000; sc-47778), Calnexin (Cell Signaling Technology, 1:1000; 2433), CALR (Cell Signaling Technology, 1:1000; 12238), H3 (Cell Signaling Technology, 1:1000; 4499) and AGO2 (Proteintech, 1:500; 10686-1-AP) were used. Western blot data in the figures and supplemental figures are all representative of more than three independent experiments. The uncropped and unprocessed scans of the blots were provided in the Source Data file.

### RNA extraction, reverse transcription and qRT-PCR analysis

RNA from tissues was isolated using TRIzol reagent (Takara Bio, Japan) and reverse transcribed using PrimeScript RT Master Mix for RT-PCR (TaKaRa Bio, Japan). Real-time PCR was performed using SYBR Select Master Mix (Applied Biosystems, USA) on an ABI 7300 sequence detector (Applied Biosystems, USA). The results were normalised to the 18S level in each sample, and endogenous U6 small nuclear RNA or cel-miR-39-3p were used for normalisation of cellular or plasma miRNA. All reactions were carried out in triplicate, and analysis was carried out using the 2^*−ΔΔCt*^ method. A complete list of PCR primers is shown in Supplementary Table 2.

### Quantification and statistic analysis

The results are expressed as the mean ± SEM or SD. All cell culture and qPCR data points presented here are the average of technical duplicates. For primary cell culture experiments, the *n* value corresponds to a cell preparation from separate mice. For adipocyte and myocyte cell culture experiments, the *n* value corresponds to an experiment conducted with separate dishes/well numbers. For all mouse studies, the *n* value corresponds to individual mice of a given treatment. The statistical significance of the differences between various treatments was measured by either the unpaired Student’s *t* test or one-way analysis of variance with Bonferroni post test. Data analyses were performed using GraphPad Prism software version 6.0. *P* values from 0.001 to 0.05 or 0.001 were considered significant (*) or very significant (**/^##^ or ***/^###^), respectively. ‘NS’ indicates no significance. In all the experiments reported in this study, no data points were excluded. All data points are represented in the figures and were used in the statistical analyses. There was no blinding, and no particular randomisation method was used to assign individuals to the experimental groups. Statistical analysis was performed using groups with similar variance. Limited variance was observed within sample groups.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Reporting Summary

## Data Availability

All miRNA microarray data that support the findings of this research have been deposited in the Gene Expression Omnibus (GEO) and are accessible through the GEO accession number GSE141091 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE141091). The source data underlying Figs. 1a–c, 2c–d, 3a, g, i, 4b, c, d, g, 5c, f and 6j, k and Supplementary Figs 1c, g–i, 3b, c, n, 4b, c, e–h, 5e, 6c, 7f, k and 8a are provided as a Source Data file. All other relevant data of this study are available from the corresponding authors upon reasonable request. A reporting summary is available as a Supplementary Information file.

## Source data

Source Data

# Supplementary material for: Liver governs adipose remodelling via extracellular vesicles in response to lipid overload
**Source:** Nat Commun. 2020 Feb 5;11:719. doi: 10.1038/s41467-020-14450-6
**Supplement:** Supplementary file 1 — Supplementary Information

Supplementary Information

**Title: Liver Governs Adipose Remodelling via Extracellular Vesicles in
Response to Lipid Overload**

Author: Zhao et al

a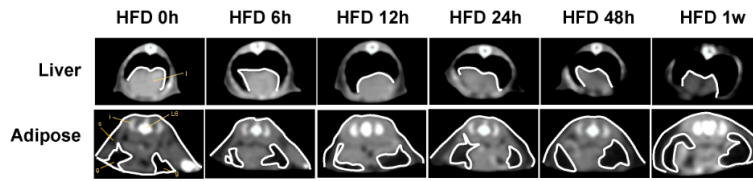**b**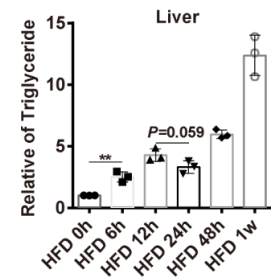**c**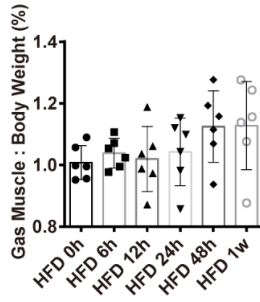**d**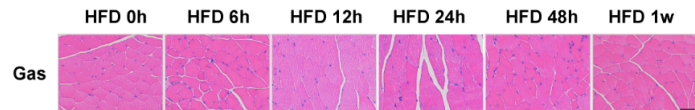**e**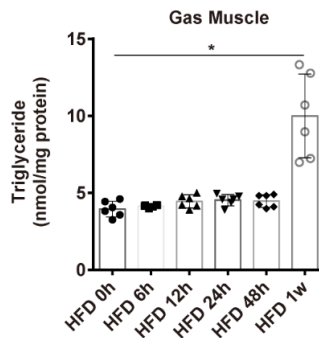**f**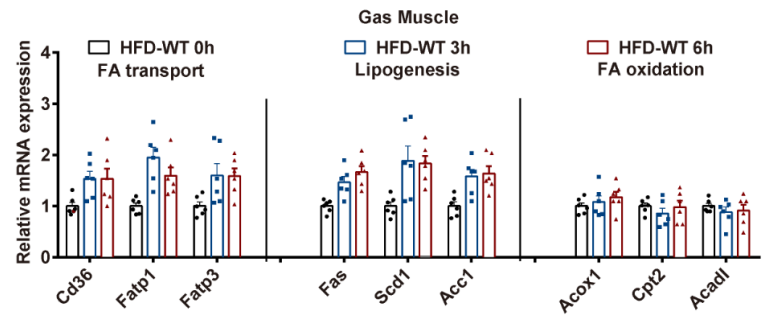**g**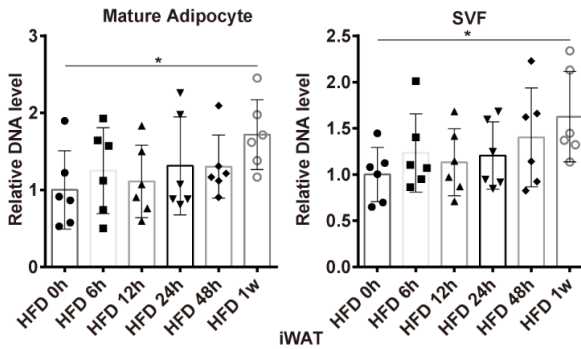**h**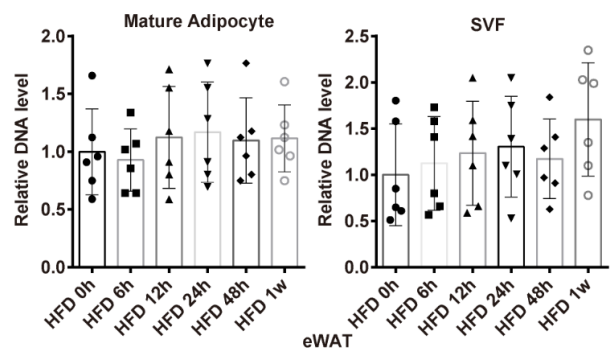**i**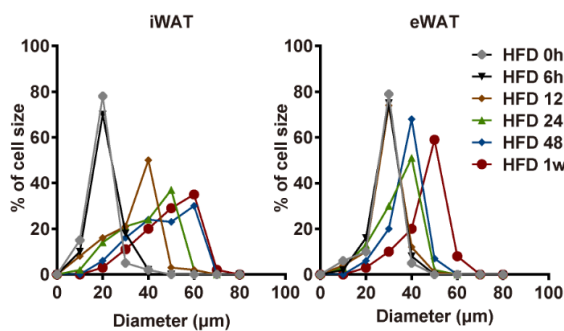**j**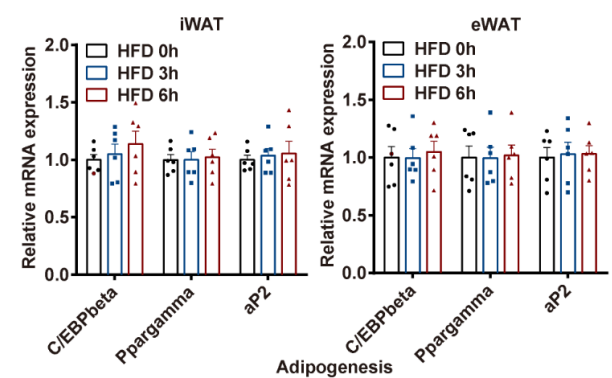

Supplementary Figure 1. Response of the Liver and Gas Muscle to Lipid

Overload. (Related to Fig. 1.)

(a) Mice were fed as described in Fig. 1. Representative CT transverse section images are shown. Liver, gonadal fat depots, subcutaneous fat depots, ilia and the 6th lumbar vertebra are indicated as l, g, s, i and L6, respectively. (n = 3 mice per group).

(b) The relative TG content in the liver in Supplementary Figure 1a is shown.

(c) Percentage of Gas muscle weight relative to the whole-body weight of HFD-fed mice at the indicated time points. (n = 6 mice per group).

(d) H&E staining of Gas muscle from HFD-fed mice at the indicated time points (scale bar: 50 μ m).

(e) TG content in the Gas muscle. (n = 6 mice per group).

(f) Expression of genes related to fatty acid transport, lipogenesis and fatty acid oxidation in the Gas muscle of HFD-fed mice at the indicated times. (n = 6 mice per group).

(g-h) Quantification of the number of mature adipocytes and the stromal vascular fraction (SVF) in iWAT and eWAT from HFD-fed mice at the indicated time points.

The data reflect the relative total DNA content per fat pad. (n = 6 mice per group).

(i) Quantification of the diameter of adipocytes in iWAT and eWAT from HFD-fed mice at the indicated time points. (n = 6 mice per group).

(j) Expression of genes related to adipogenesis in the WATs of HFD-fed mice at the indicated times. (n = 6 mice per group).

Data are expressed as the mean $\pm$ SEM. * $P < 0.05$, ** $P < 0.01$, unpaired t test.

Source data are provided as a Source Data file.

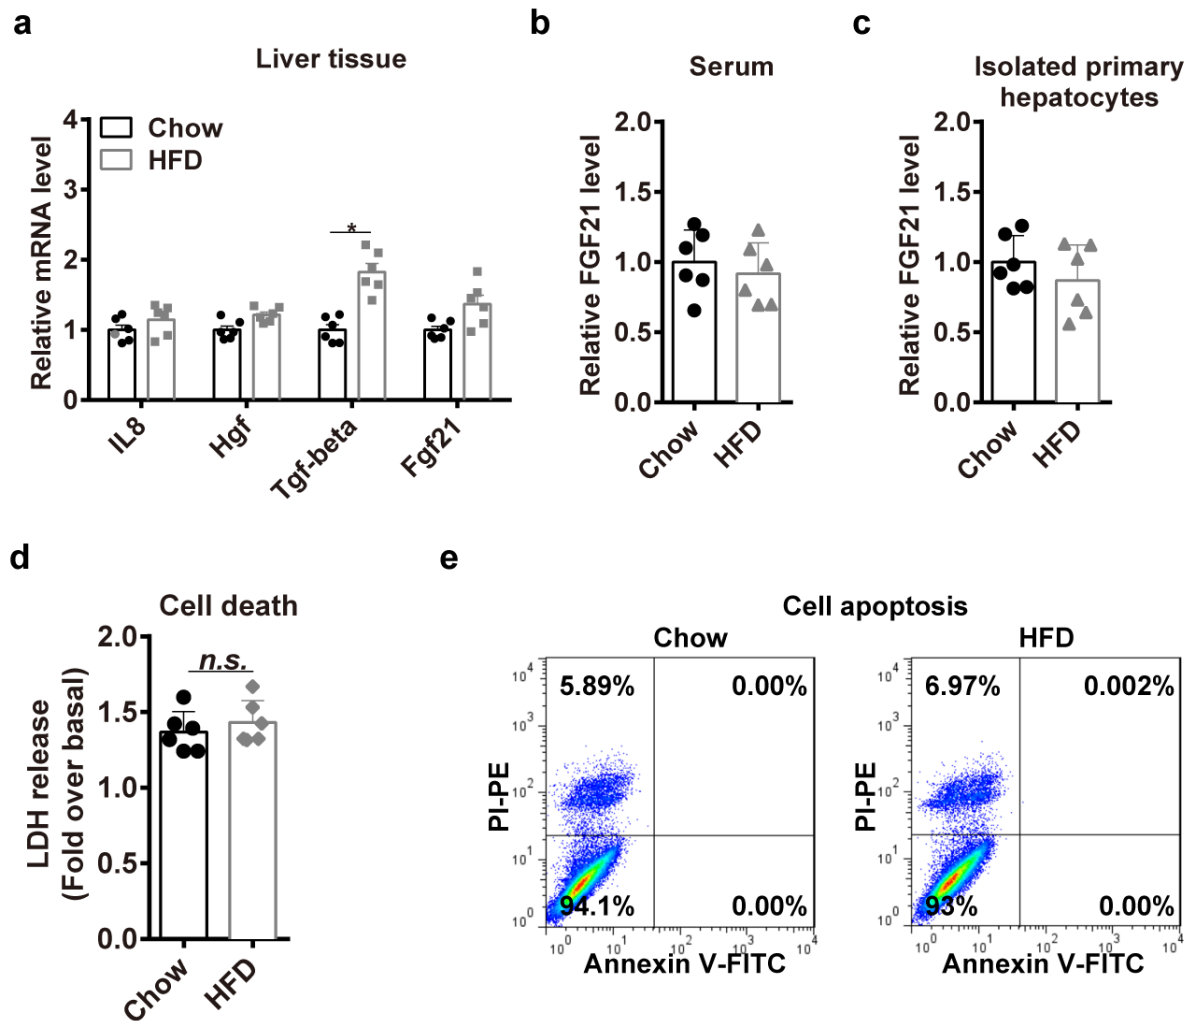

Supplementary Figure 2. Hepatic FGF21 Production and Cell Apoptosis After Lipid Overload. (Related to Fig. 2.)

- (a) Relative mRNA expression of circulating liver-derived hepatokines and cytokines.
- (b) Serum FGF21 levels.
- (c) *Fgf21* mRNA expression in primary hepatocytes isolated from mice fed a normal chow diet or HFD.
- (d) LDH release by primary hepatocytes isolated from mice fed a normal chow diet or HFD for 6 hours.

(e) Apoptosis of primary hepatocytes isolated from mice fed a normal chow diet or HFD for 6 hours.

Data are presented as the mean $\pm$ SEM. n = 6 mice per group. * $P < 0.05$, unpaired t test.

Source data are provided as a Source Data file.

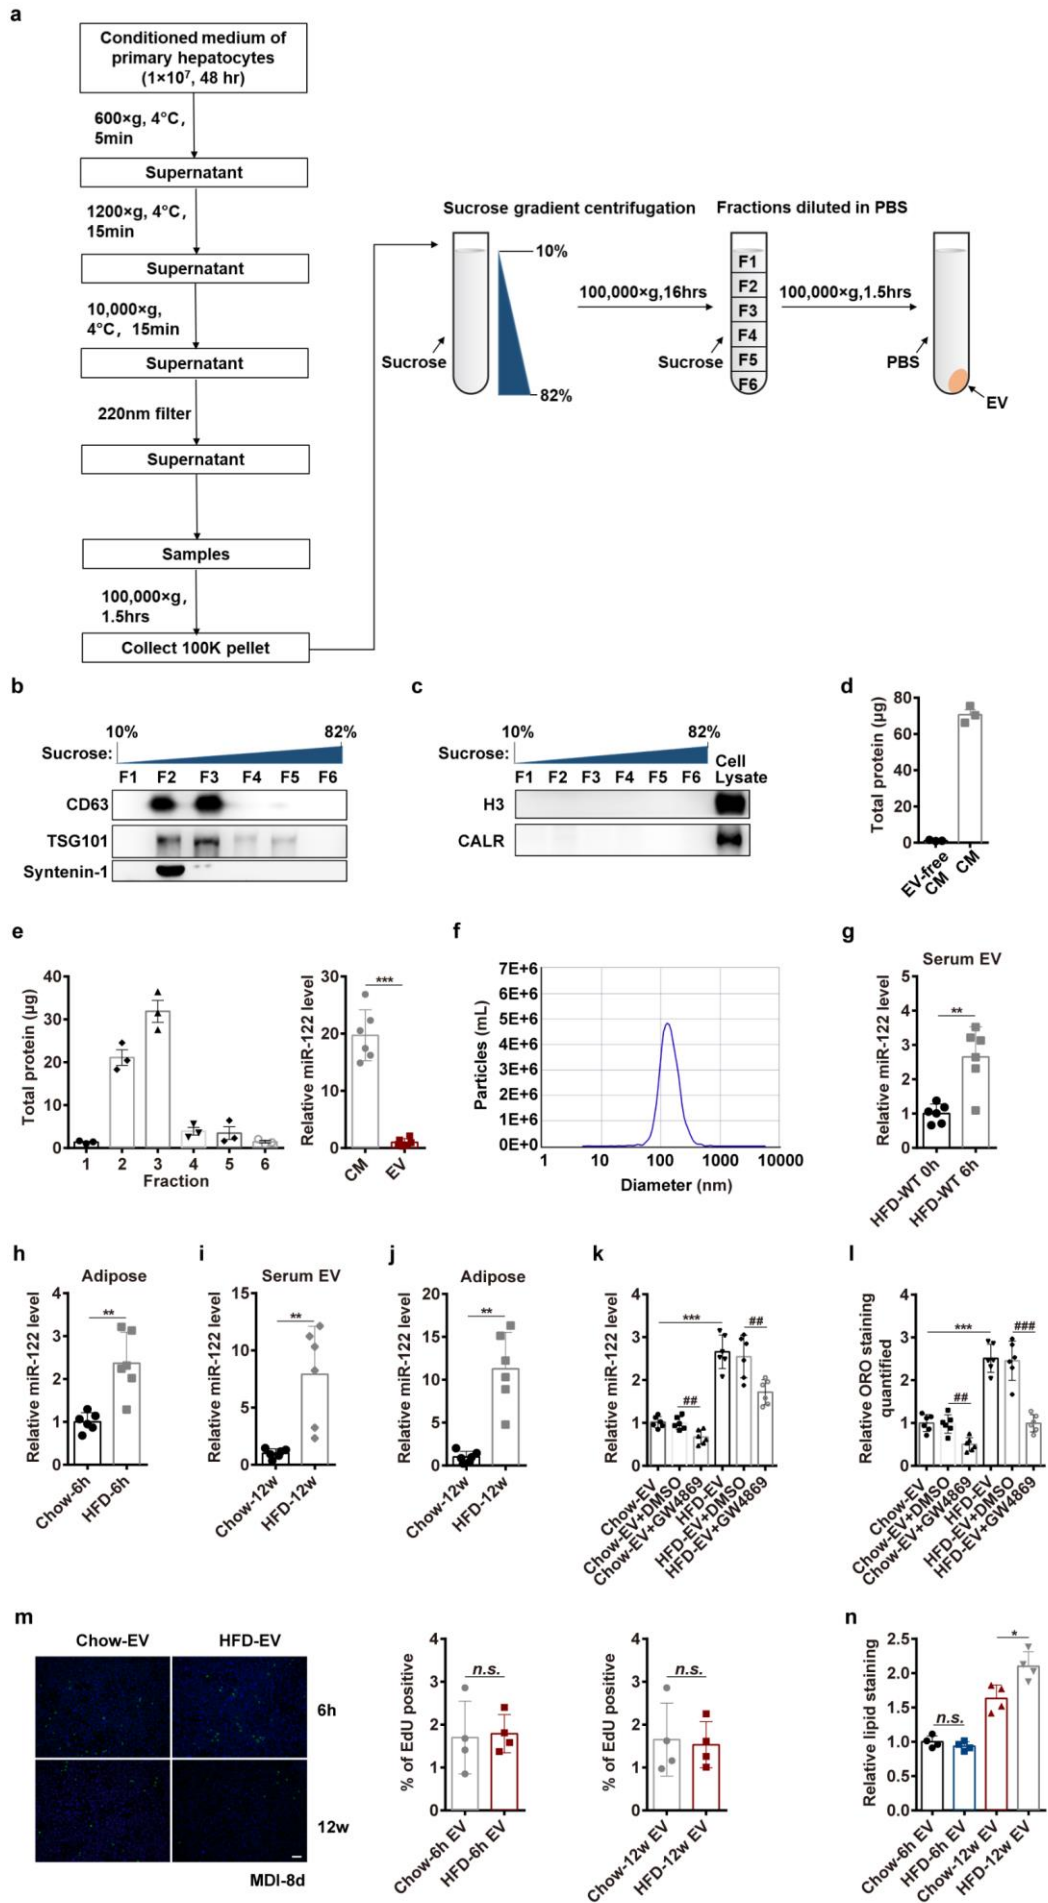

Supplementary Figure 3. Characteristics of Hepatic EVs in Mice After Lipid

Overload. (Related to Fig. 2.)

(a) Schematic of hepatocyte-derived EV isolation.

(b-c) Western blot of proteins separated by a sucrose gradient targeting EV markers (b) or non-EV proteins (c). Each well was loaded with 10 µg of protein.

(d) EV abundance in EV-free medium and conditioned medium from the primary hepatocytes described in Supplementary Figure 3a. (n = 3 biologically independent samples per group).

(e) Left: EV abundance in subfractions after sucrose gradient flotation (n = 3 biologically independent samples per group); Right: miR-122 levels in CM before differential centrifugation and EV after density gradient centrifugation (n = 6 biologically independent samples per group).

(f) Particle characteristics of the vesicles secreted from primary hepatocytes of mice fed a normal chow diet or HFD were measured by using nanoparticle tracking analysis with a Particle Metrix ZetaView®.

(g) miR-122 levels in serum EVs from mouse fed an HFD for 6 hours. (n = 6 mice per group).

(h) miR-122 levels in adipose tissue from mice fed an HFD for 6 hours. (n = 6 mice per group).

(i) miR-122 levels in serum EVs from mice fed a normal chow diet or HFD for 12 weeks (starting at 8 weeks of age). (n = 6 mice per group).

(j) miR-122 levels in adipose tissue of mice after 12 weeks of HFD consumption.

(n = 6 mice per group).

(k) miR-122 levels in 3T3-L1 preadipocytes from Fig. 2f. (n = 6 biologically independent samples per group).

(l) Quantification of ORO-positive areas in 3T3-L1 preadipocytes from Fig. 2f. (n = 6 biologically independent samples per group).

(m) Quantification of EdU-positive areas in 3T3-L1 preadipocytes from Fig. 2i. (scale bar: 100 μ m) (n = 4 biologically independent samples per group).

(n) Quantification of lipid content in 3T3-L1 preadipocytes from Fig. 2i. (n = 4 biologically independent samples per group).

Data are presented as the mean $\pm$ SEM. Groups were analysed using an unpaired t test, * P < 0.05, ** P < 0.01, *** P < 0.001; ## P < 0.01, ### P < 0.001.

Source data are provided as a Source Data file.

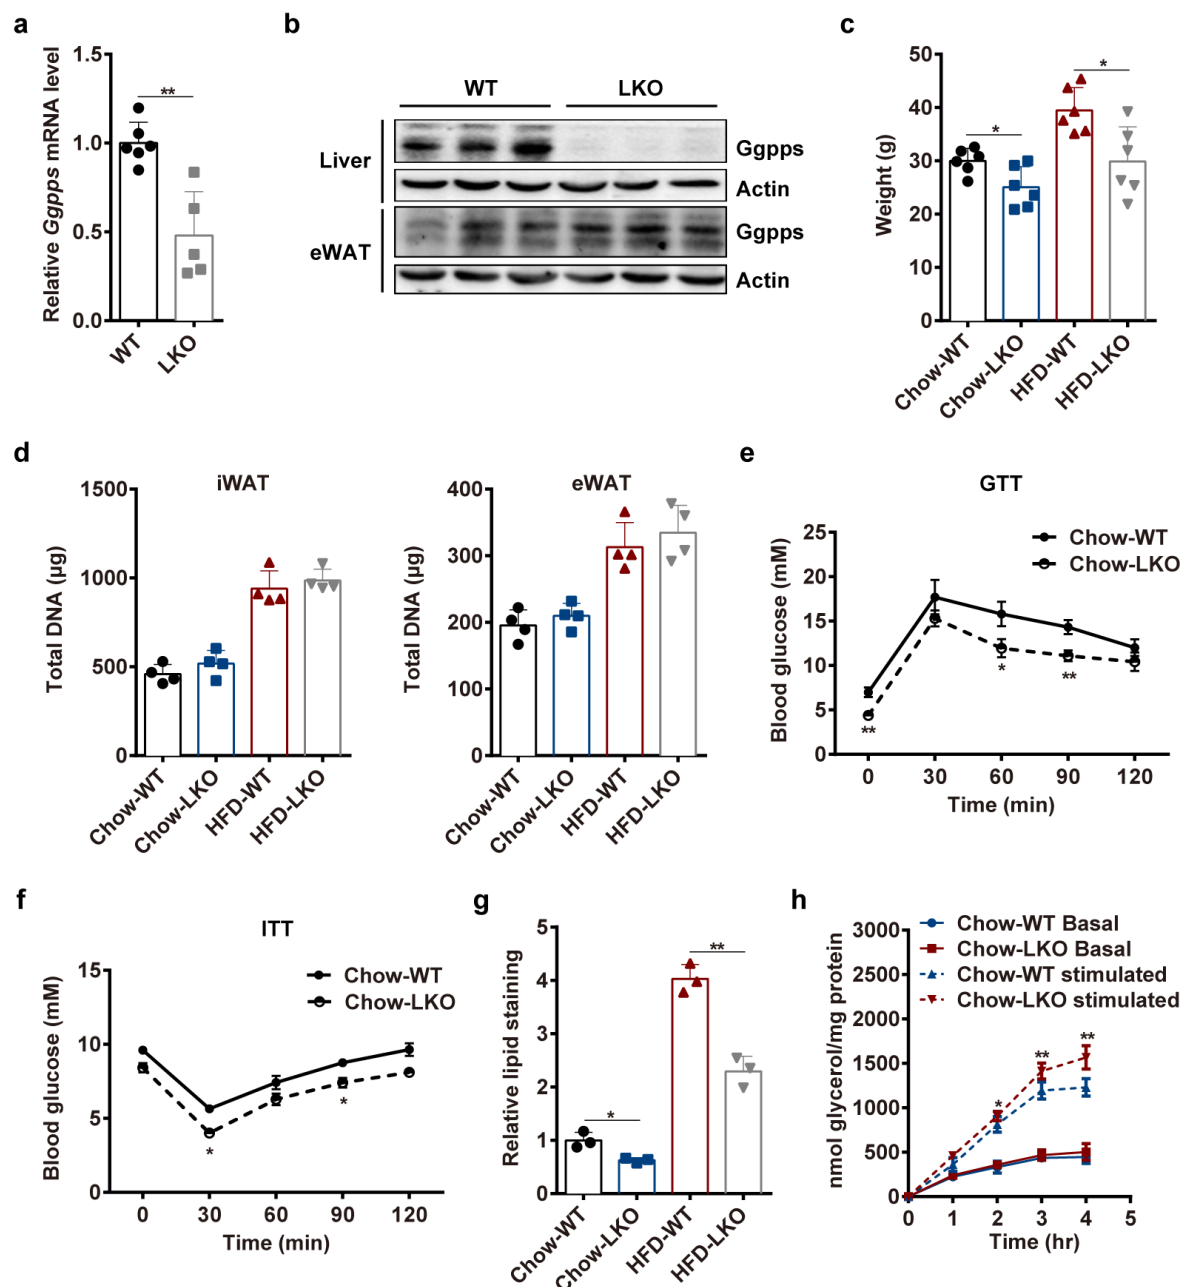

Supplementary Figure 4. *Ggpps* Knockout Efficiency and Characteristics of Adipose Tissue and Metabolism in LKO Mice. (Related to Fig. 3.)

(a-b) Real-time PCR **(a)** and Western blot **(b)** analysis of *Ggpps* expression in livers from WT and LKO mice. (n=6 mice per group).

(c) Body weight of the mice in Fig. 3f. (n=6 mice per group).

(d) Total amount of DNA in iWAT and eWAT from the WT and LKO mice in Fig. 3f.

(n=4 mice per group).

(e-f) The glucose tolerance test (GTT) **(e)** and insulin tolerance test (ITT) **(f)** were performed in WT and LKO mice. (n=6 mice per group).

(g) Quantification of lipid content in mature adipocytes isolated from iWAT from the mice in Fig. 3f. (n=3 mice per group).

(h) Quantification of glycerol from adipocytes isolated from iWAT from the mice in Fig. 3f after induction of lipolysis using isoproterenol. (n=3 mice per group).

Data are presented as the mean $\pm$ SEM. * $P < 0.05$, ** $P < 0.01$, unpaired t test.

Source data are provided as a Source Data file.

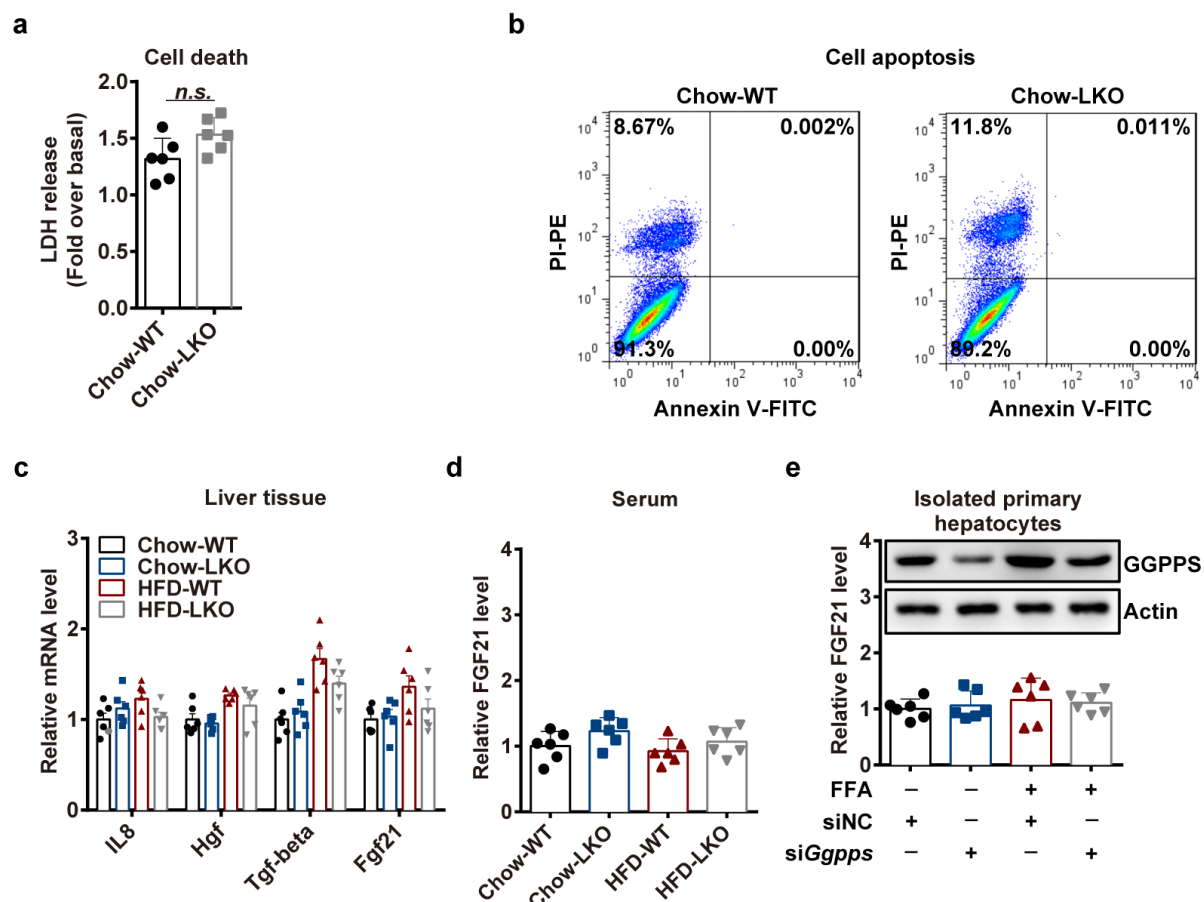

Supplementary Figure 5. Cell Viability and Hepatokine Production in LKO mice.

(Related to Fig. 4.)

(a) LDH release by primary hepatocytes isolated from WT and LKO mice.

(b) Apoptosis of primary hepatocytes isolated from WT and LKO mice.

(c) Relative mRNA expression of circulating liver-derived hepatokines and cytokines.

(d) Serum FGF21 levels.

(e) Ggpps protein expression and *Fgf21* mRNA expression in primary hepatocytes treated with siGgpps in the presence or absence of FFA treatment.

Data are presented as the mean $\pm$ SEM. $n = 6$ mice per group. Groups were analysed using an unpaired t test.

Source data are provided as a Source Data file.

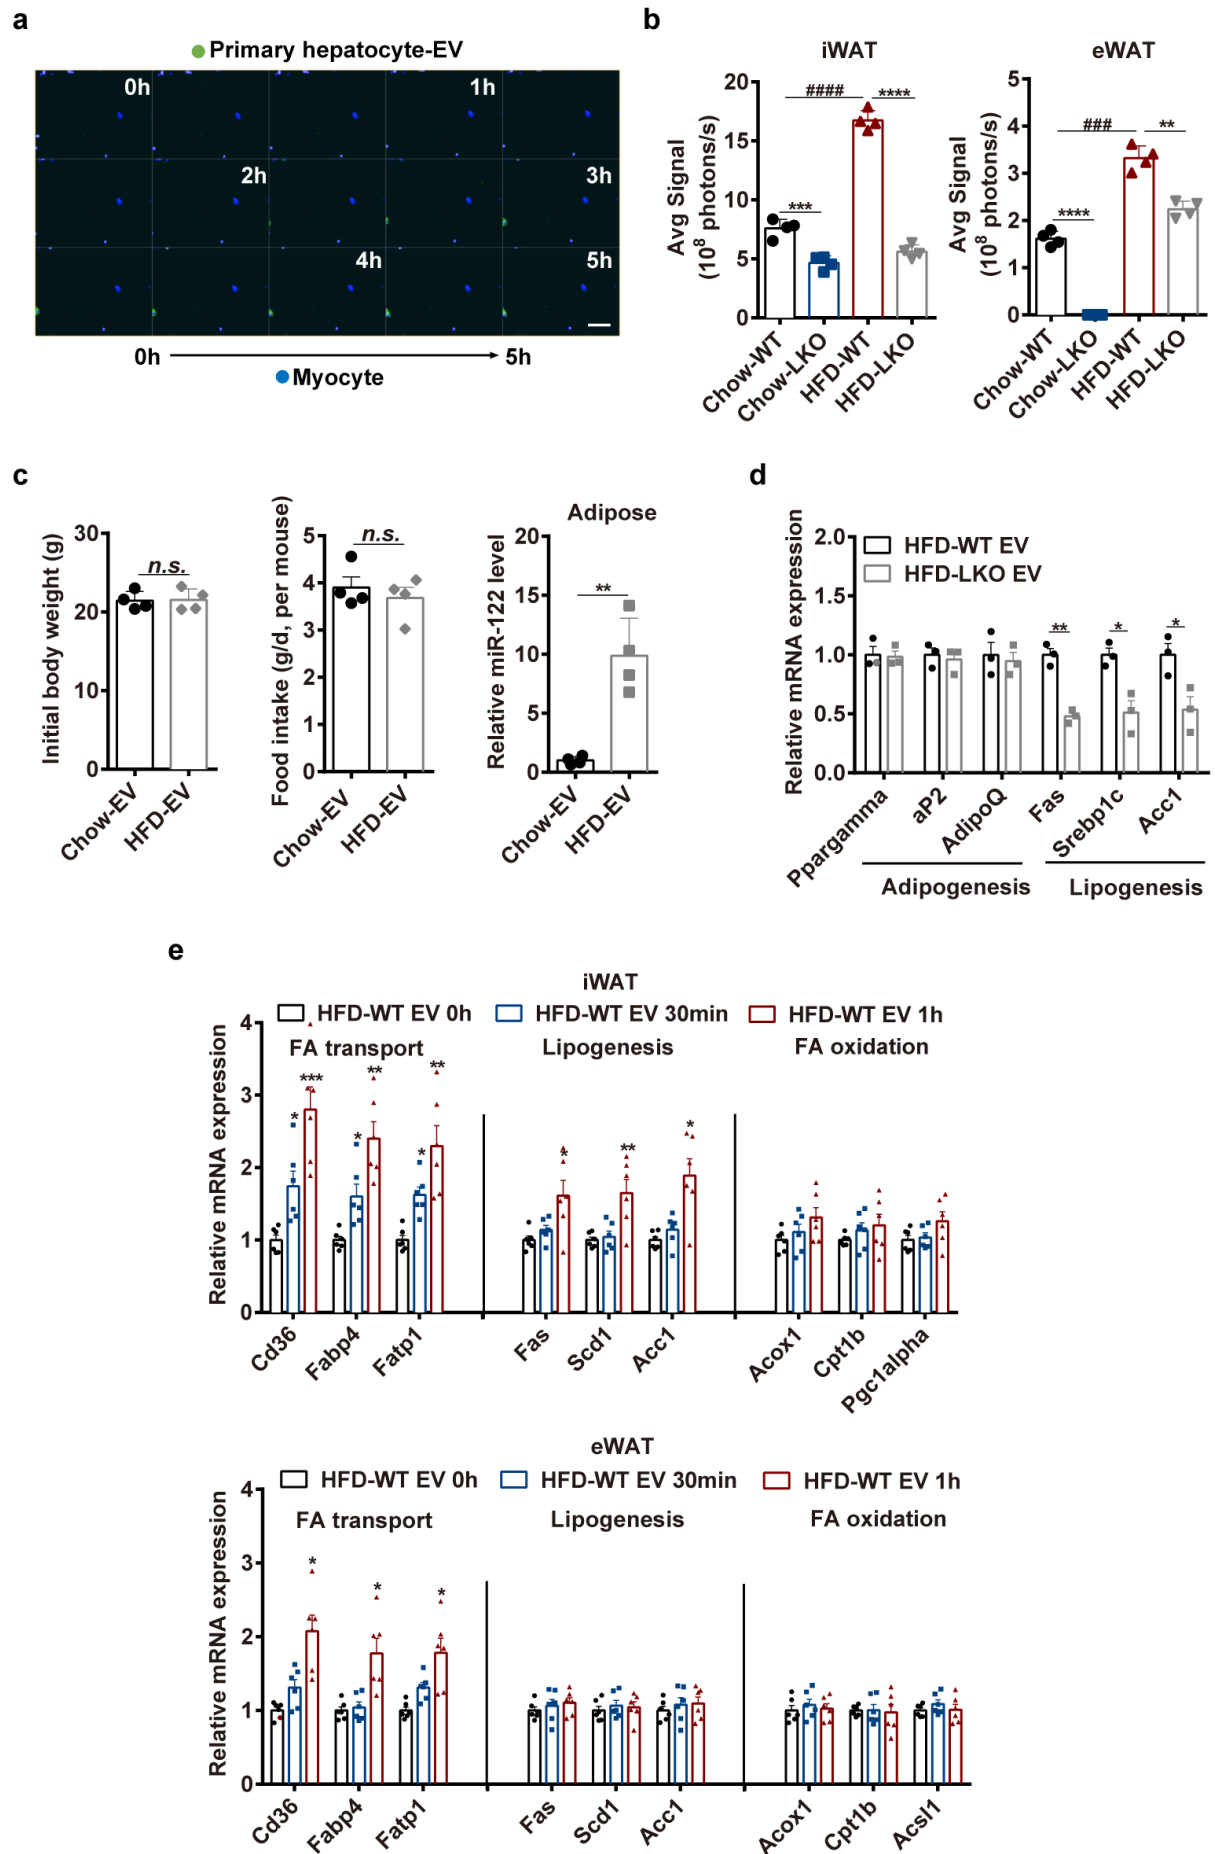

Supplementary Figure 6. Hepatic EV uptake in myocytes and lipid metabolism genes in adipose tissue treated with hepatic EVs. Related to Fig. 5.

(a) Primary hepatocyte EV uptake in L6 myocytes after co-culture for 5 hours.

(scale bar, 50 μ m).

(b) Fluorescence intensity of the images in Fig. 5b was quantified using Living Image 3.1 software. (n=4 mice per group).

(c) The initial body weight, food intake amount and miR-122 levels in adipose from the mice from Fig. 5c. (n=4 mice per group).

(d) Expression of genes related to adipogenesis and lipogenesis in the 3T3-L1 preadipocytes from Fig. 5e. (n=3 biologically independent samples per group).

(e) Expression of genes related to fatty acid transport, lipogenesis and fatty acid oxidation in iWAT and eWAT of 8-week-old C57BL/6J mice following HFD-WT EV treatment for 0 hours, 0.5 hours, and 1 hour. (n=6 mice per group).

Data are presented as the mean $\pm$ SEM. Groups were analysed using an unpaired t test, * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$; #### $P < 0.001$.

Source data are provided as a Source Data file.

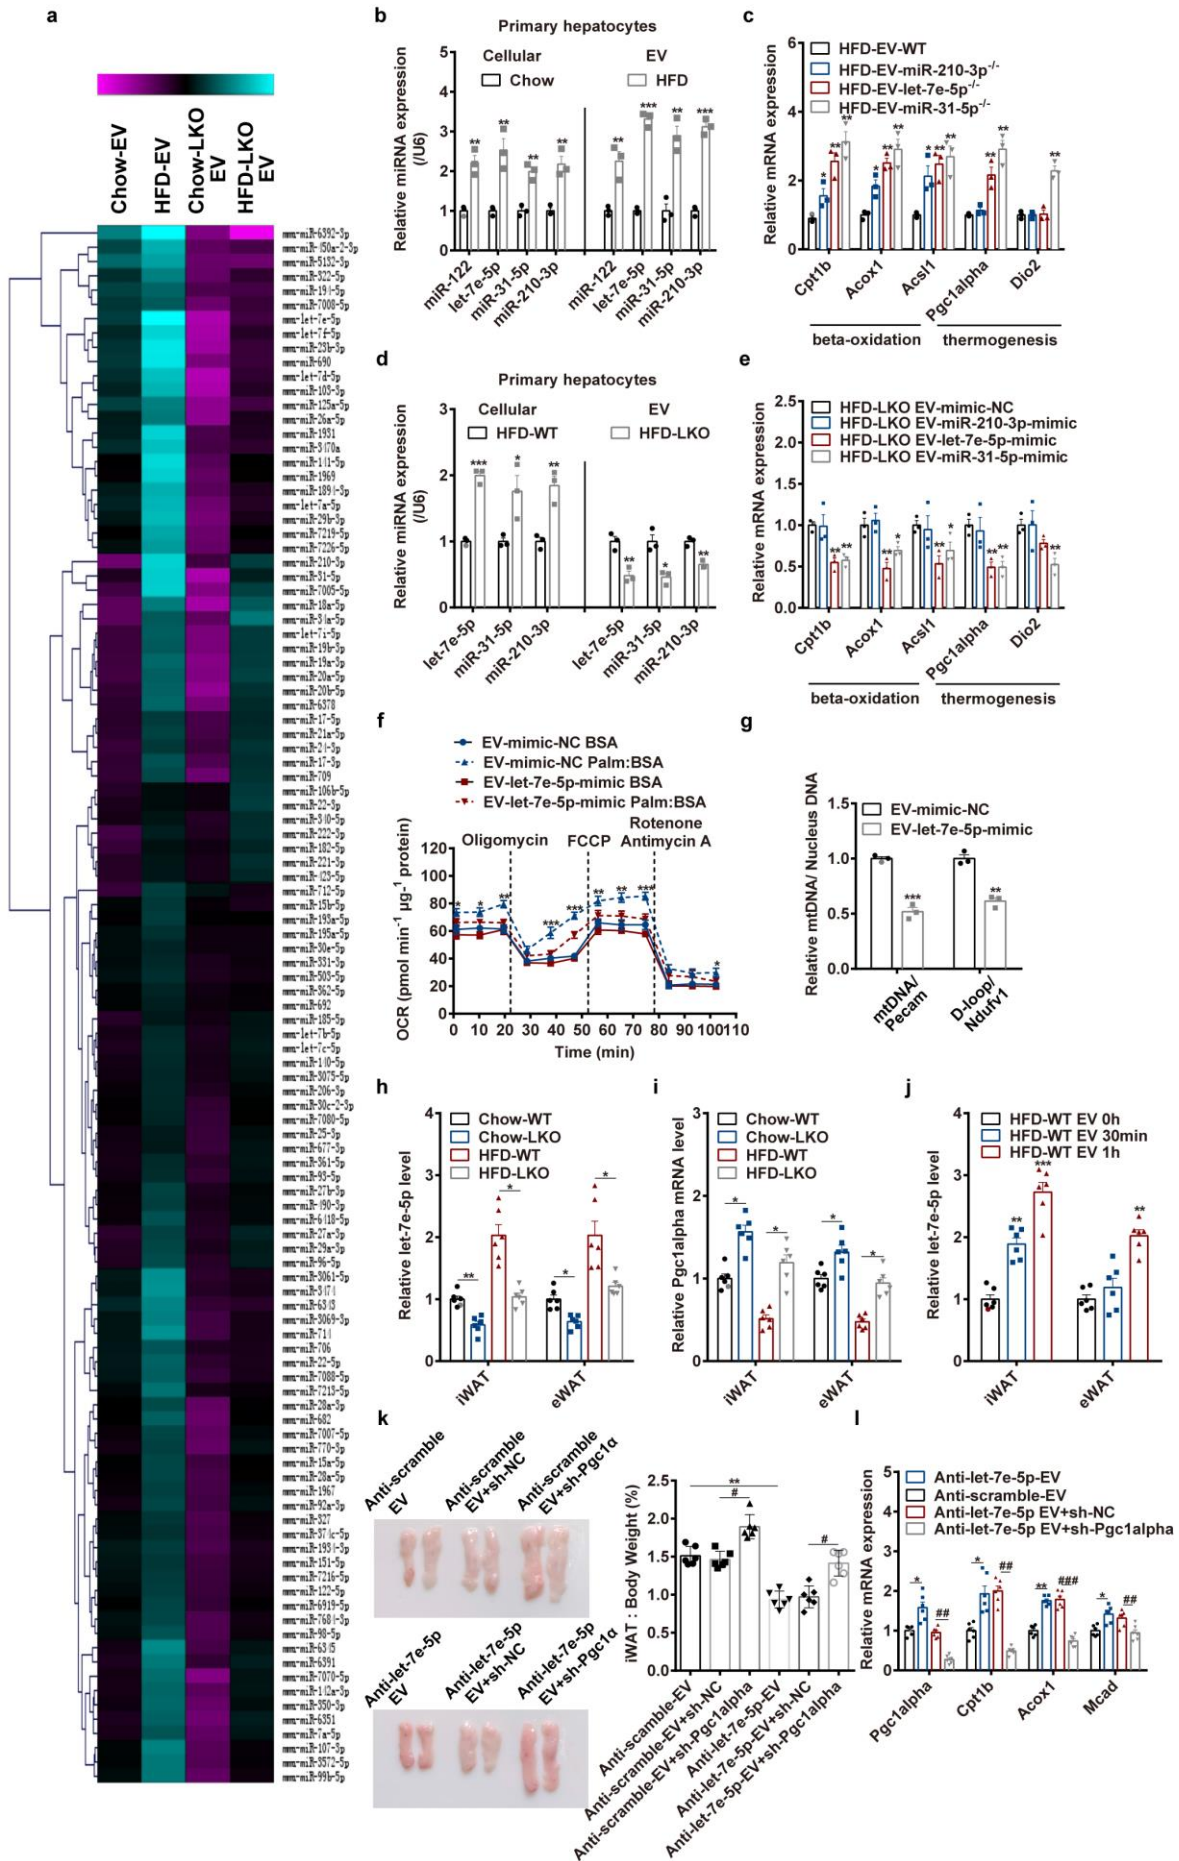

Supplementary Figure 7. The Profiles and Functions of MiRNAs from Hepatic EVs. (Related to Fig. 6.)

(a) Differential expression levels of EV miRNAs between mice fed a normal chow diet (Chow-EV) or an HFD (HFD-EV) and LKO mice fed a normal chow diet (Chow-LKO EV) or a HFD (HFD-LKO EV). 

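Within the knockout, HFD-LKO EV held 22 miRNAs at least 2-fold higher and 8 at least 2-fold lower than Chow-LKO EV, among 522 with a ratio or a bound. Among miRNAs measured on both arrays, the largest log2 ratios were those of miR-6955-5p at 1.57 ± 0.15, miR-18a-5p at 1.57 ± 0.16 and miR-703 at 1.56 ± 0.18. let-7e-5p was at 1.18 ± 0.26 (0.40 with a normexp background correction and 0.43 in the authors' combined table), miR-31-5p at 1.17 ± 0.08 and miR-210-3p at 0.76 ± 0.09. miR-34a-5p, which p53 induces, was at 1.07 ± 0.08, and miR-34b-5p and miR-34c-5p, above background in HFD-LKO EV only, were at least 2.61-fold and 2.53-fold higher. The largest decreases were those of miR-3960 at -1.55 ± 0.03 and miR-6349 at -1.21 ± 0.11. Over all settings the log2 ratio lay between 0.71 and 1.63 for miR-6955-5p, 0.88 and 1.62 for miR-18a-5p, 0.50 and 0.81 for miR-210-3p, -1.77 and -1.23 for miR-3960 and -1.43 and -0.89 for miR-6349. All 10 measured members of miR-17-92 and its paralogous clusters were higher by more than 2 spot SDs, with a median of 0.91 (0.61 with a normexp background correction and 0.57 in the authors' combined table). All 9 let-7 miRNAs were higher as well, with a median of 0.52 (0.30 without scaling and 0.29 in that table), and the 10 measured miRNAs of adipocyte differentiation, all above 0 here and 9 of 10 without scaling or under the other scalings, had a median of 0.48 (0.26 without scaling and 0.32 in that table). The hepatocyte-enriched list was at -0.04, with 3 of 6 above 0 (0 of 6 and -0.26 without scaling), and the immune and Kupffer cell markers were at 0.57 (0.35 without scaling and 0.11 with no filter and a floor). The median over all 466 miRNAs measured on both arrays was 0.14. Across the 443 miRNAs above background on all 4 arrays, the diet ratio in LKO EVs and that in wild-type EVs had the same sign for 346, with Pearson's r of 0.67 and Spearman's rho of 0.70. The genotype ratios on the 2 diets had the same sign for 359, with r of 0.80 and rho of 0.78. These correlations run across miRNAs, which are not independent replicates. Without scaling between arrays, 10 miRNAs were at least 2-fold higher and 23 lower in HFD-LKO EV, and with Feature Extraction's own detection call 40 were higher and 7 lower. With the normexp background correction 1 was higher and 1 lower, and in the authors' combined table 2 were higher and 1 lower. With the total gene signal of Feature Extraction, let-7e-5p was at -3.65 and miR-703 at -0.73, each in the other direction. For let-7e-5p, the spots in Chow-LKO EV do not bear out that signal.

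**Figure D3:**
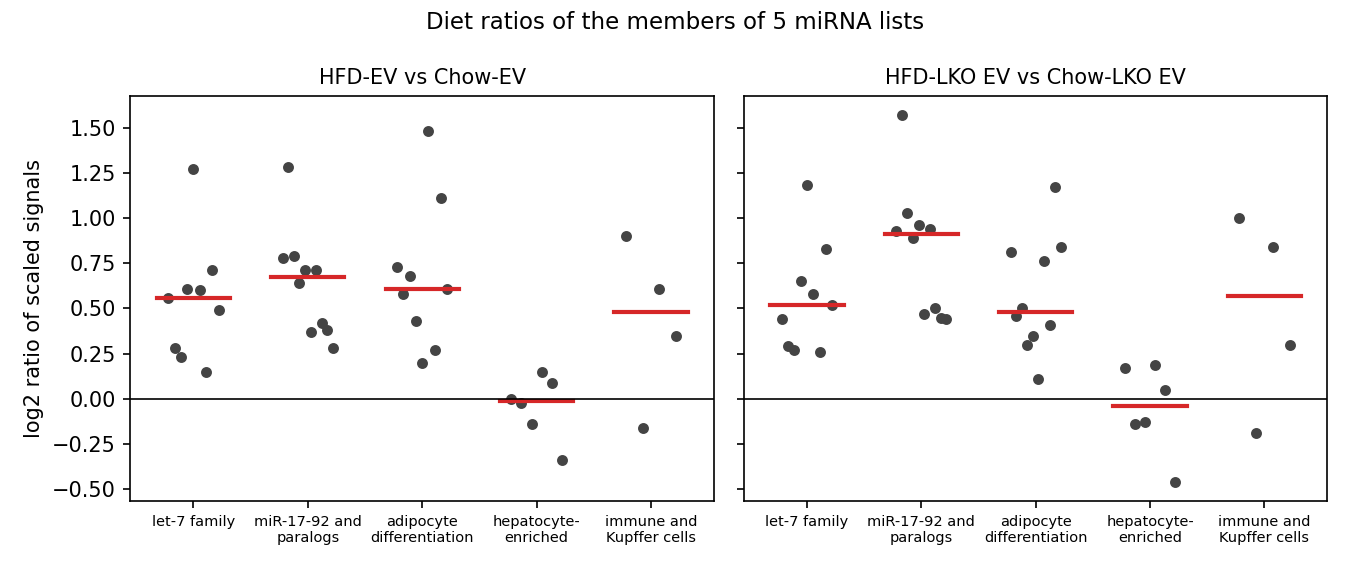
log2 diet ratio of each measured member of 5 miRNA lists, for HFD-EV over Chow-EV (left) and HFD-LKO EV over Chow-LKO EV (right); each point is 1 miRNA and each line the list's median. In both panels the let-7, miR-17-92 and adipocyte differentiation members lie above 0 (9 of 10 of the last in the right panel without scaling), while the hepatocyte-enriched members lie on both sides of 0, and without scaling all 6 of these are below 0 in the right panel.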

Each group was loaded with 5 µg of EVs.

(b) Abundance of miR-122, let-7e-5p, miR-31-5p and miR-210-3p in primary hepatocytes and EVs secreted by mice fed a normal chow diet or an HFD. (n=3 biologically independent samples per group).

(c) Expression of genes related to fatty acid oxidation and thermogenesis in the 3T3-L1 preadipocytes from Fig. 6c. (n=3 biologically independent samples per group).

(d) Abundance of let-7e-5p, miR-210-3p and miR-31-5p in primary hepatocytes and EVs secreted by WT and LKO mice fed a HFD. (n=3 biologically independent samples per group).

(e) Expression of genes related to fatty acid oxidation and thermogenesis in the 3T3-L1 preadipocytes from Fig. 6e. (n=3 biologically independent samples per group).

(f) OCR of 3T3-L1 preadipocytes using fatty acids, as detected with the XF Palmitate-BSA FAO Substrate and the XF Cell Mito Stress Test. (n=5 biologically independent samples per group).

(g) Relative mtDNA of the 3T3-L1 preadipocytes from Fig. 6h. (n=3 biologically independent samples per group).

(h-i) Expression of let-7e-5p and Pgc1 α in adipose tissue of mice (initial age 8 weeks) fed a normal chow diet or an HFD for 12 weeks. (n=6 mice per group).

(j) Expression of let-7e-5p in adipose tissue of 8-week-old C57BL/6J mice following treatment with EVs derived from hepatocytes from HFD-WT mice for 0 hours, 0.5 hours, and 1 hour. (n=6 mice per group).

(k) Comparison of iWAT fat pads in mice after treatment with anti-scramble-EV, anti-let-7e-5p-EVs, sh-NC or sh-Pgc1 α . Percentage of the iWAT weight relative to the whole-body weight of the mice. (n=6 mice per group).

(l) Expression of genes related to lipid oxidation in iWAT of the mice from Supplementary Figure 7k. (n=6 mice per group).

Data are presented as the mean $\pm$ SEM. Groups were analysed using an unpaired t test, * $P < 0.05$, ** $P < 0.01$, *** $P < 0.001$; # $P < 0.05$, ## $P < 0.01$, ### $P < 0.001$.

Source data are provided as a Source Data file.

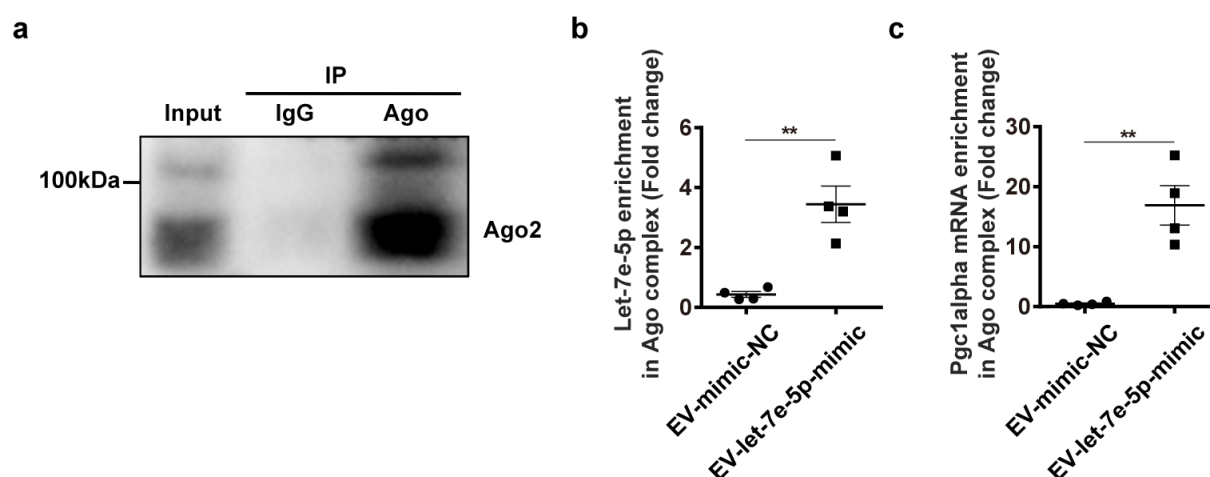

Supplementary Figure 8. Pgc1α from Adipocytes in Complex with Ago and Hepatic EV-let-7e-5p. (Related to Fig. 6.)

(a) Immunoprecipitation of Ago from lysed let-7e-5p^{-/-} adipocytes treated with hepatocyte-derived EVs. Negative control mouse IgG was used as an IP control.

(b-c) RNA ChIP analyses of Ago-miRNA complexes subjected to Ago pull-down. Total isolated RNA was analysed by qPCR for the abundance of let-7e-5p (b) and Pgc1α mRNA (c) bound with Ago protein in recipient cells that overexpressed let-7e-5p. Data are presented as the mean ± SEM. n = 4 biologically independent samples per group. **P < 0.01, unpaired t test.

Source data are provided as a Source Data file.

Supplementary Table 1. Clinical Characteristics and Steatosis Severity Score of the Patients. Related to Fig. 7.

**Steatosis score**	**Gender**	**BMI**	**Blood glucose (mmol/L)**	**Blood TG (mmol/L)**	**Number**
3	Male	39-50	4.06-6.78	0.86-5.35	6
2	Male	31.2-47.1	4.3-7.93	1.51-5.57	9
1	Male	21.3-38.3	4.52-7.6	1.27-5.83	13

Supplementary Table 2. Sequence of SiRNAs and Primers.

**Gene**	**Sequence (5'-3')**
Scramble-sense	UUCUCCGAACGUCACGUdTdT
Scramble-antisense	ACGUGACACGUUCGGAGAAAdTdT
si <i>Ggpps920</i> -sense	CGCCAGAGAACAGAGAAUATT
si <i>Ggpps920</i> -antisense	UAUUCUCUGUUCUCUGGCGTT
sh- <i>Pgc1α</i>	GGTGGATTGAAGTGGTGTAGA
18S-F	GTCTGTGATGCCCTTAGATG
18S-R	AGCTTATGACCCGCACTTAC
CD36-F	ATGGGCTGTGATCGGAACTG
CD36-R	GTCTTCCCAATAAGCATGTCTCC
<i>Ldlr</i> -F	TCCCTGGGAACAACCTTCACC
<i>Ldlr</i> -R	CACTCTTGTCGAAGCAGTCAG
<i>Lrp</i> -F	CACAACCTCAACGTCATCCTG
<i>Lrp</i> -R	AGCACATTGTACTCCTGGATCTT
<i>Fas</i> -F	AGGTGGTGATAGCCGGTATGT
<i>Fas</i> -R	TGGGTAATCCATAGAGCCCAG
<i>Scd1</i> -F	TTCTTGCGATACTCTGGTGC
<i>Scd1</i> -R	CGGGATTGAATGTTCTTGTCGT
<i>Acc1</i> -F	GATGAACCATCTCCGTTGGC

<i>Acc1</i> -R	CCCAATTATGAATCGGGAGTGC
<i>Acox1</i> -F	GCCTGCTGTGTGGGTATGTCATT
<i>Acox1</i> -R	GTCATGGGCGGGTGCAT
<i>Cpt1a</i> -F	CTCAGTGGGAGCGACTCTTCA
<i>Cpt1a</i> -R	GGCCTCTGTGGTACACGACAA
<i>Cpt1b</i> -F	GCACACCAGGCAGTAGCTTT
<i>Cpt1b</i> -R	CAGGAGTTGATTCCAGACAGGTA
<i>Cpt2</i> -F	TTCACCACTAAGAACGGTTCG
<i>Cpt2</i> -R	CTCCAAGGATGACACTGATTTCA
<i>Acadl</i> -F	TCTTTTCCTCGGAGCATGACA
<i>Acadl</i> -R	GACCTCTCTACTCACTTCTCCAG
<i>Fabp4</i> -F	AAGGTGAAGAGCATCATAACCCT
<i>Fabp4</i> -R	TCACGCCTTTCATAACACATTCC
<i>Fabp1</i> -F	ATGAACTTCTCCGGCAAGTACC
<i>Fabp1</i> -R	CTGACACCCCCTTGATGTCC
<i>Fabp3</i> -F	ACCTGGAAGCTAGTGGACAG
<i>Fabp3</i> -R	TGATGGTAGTAGGCTTGGTCAT
<i>Acs1</i> -F	TGCCAGAGCTGATTGACATTC
<i>Acs1</i> -R	GGCATACCAGAAGGTGGTGAG
<i>IL8</i> -F	CAAGGCTGGTCCATGCTCC
<i>IL8</i> -R	TGCTATCACTTCCTTTCTGTTGC

<i>Hgf-F</i>	ATGTGGGGGACCAAACCTTCTG
<i>Hgf-R</i>	GGATGGCGACATGAAGCAG
<i>Tgf-β-F</i>	CTCCCGTGGCTTCTAGTGC
<i>Tgf-β-R</i>	GCCTTAGTTTGGACAGGATCTG
<i>Fgf21-F</i>	CTGCTGGGGGTCTACCAAG
<i>Fgf21-R</i>	CTGCGCCTACCACTGTTCC
<i>Cre-F</i>	TGCCACGACCAAGTGACAGCAATG
<i>Cre-R</i>	AGAGACGGAAATCCATCGCTCG
<i>Loxp-F</i>	AATTGTGTGTGGTAGGGGTA
<i>Loxp-R</i>	AACTTGCTTCAGAACTGAGC
<i>Srebp1c-F</i>	GATGTGCGAACTGGACACAG
<i>Srebp1c-R</i>	GCATGTCTTCGATGTCGTTCAAA
<i>Lpl-F</i>	GGGAGTTTGGCTCCAGAGTTT
<i>Lpl-R</i>	TGTGTCTTCAGGGGTCCTTAG
<i>Ppar γ-F</i>	TCGCTGATGCACTGCCTATG
<i>Ppar γ-R</i>	GAGAGGTCCACAGAGCTGATT
<i>AdipoQ-F</i>	TGTTCTCTTAATCCTGCCCA
<i>AdipoQ-R</i>	CCAACCTGCACAAGTTCCCTT
<i>Pgc1α-F</i>	CCCTGCCATTGTTAAGACC
<i>Pgc1α-R</i>	TGCTGCTGTTCTGTTTTTC
<i>Dio2-F</i>	AATTATGCCTCGGAGAAGACCG

<i>Dio2</i> -R	GGCAGTTGCCTAGTGAAAGGT
<i>Ggpps</i> -F human	CCAGGTAAACAAGTGAGAACCAA
<i>Ggpps</i> -F mouse	TTTTGCATACACTCGACACACT
<i>Ggpps</i> -R mouse	ACCACAGGCCTCAATTTGTTTGT
<i>D-loop non-coding region</i> -F	GGTTCTTACTTCAGGGCCATCA
<i>D-loop non-coding</i> -R	GATTAGACCCGTTACCATCGAGAT
<i>Ndufv1</i> -F	CTTCCCCACTGGCCTCAAG
<i>Ndufv1</i> -R	CCAAAACCCAGTGATCCAGC
<i>mtDNA</i> -F	CCTATCACCTTGCCATCAT
<i>mtDNA</i> -R	GAGGCTGTTGCTTGTGTGAC
<i>Pecam</i> -F	ATGGAAAGCCTGCCATCATG
<i>Pecam</i> -R	TCCTTGTTGTTTCAGCATCAC

# Supplementary material for: Liver governs adipose remodelling via extracellular vesicles in response to lipid overload
**Source:** Nat Commun. 2020 Feb 5;11:719. doi: 10.1038/s41467-020-14450-6
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Movie 1

Description: Time Lapse of Hepatic EVs Entering Adipocytes.

# Supplementary material for: Liver governs adipose remodelling via extracellular vesicles in response to lipid overload
**Source:** Nat Commun. 2020 Feb 5;11:719. doi: 10.1038/s41467-020-14450-6
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

☐	☒	The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒	A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒	The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☐	☒	A description of all covariates tested
☐	☒	A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒	A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒	For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐	For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐	For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐	Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection

Immunofluorescence microscopy images were acquired using Leica TCS SP8 microscope and High Content Analysis Operetta. Western blot data was acquired digitally by Image LAB (Bio-Rad) software. qPCR data was acquired using the Applied Biosystems 7500 Fast Real Time PCR system software (Thermo).

Data analysis

Data were analyzed using Prism Graphpad version 6 and 7. Microscopy images analysis was performed using ImageJ software. Densitometric analysis of western blots was performed with ImageJ software.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All experimental data from mice models and scanned images of western blots are provided in the source data file. All data sets generated and/or analyzed in the current study are available from the corresponding author upon reasonable request.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	No statistical methods were used to predetermine sample size (n). Number of sample was determined based on experimental approach, availability, feasibility required to obtain definitive results.
Data exclusions	Exclusion criteria for animals were applied in case of death, cannibalism and the presence of severe clinical alteration of vita physiological functions. Exclusion criteria for samples were applied in case of histological artifacts (freeze- and cut-damaged tissues), RNA and protein degradation. Exclusion criteria for clinical data were applied in case of females and patients with evidence for viral hepatitis, hemochromatosis, or alcohol consumption (>20 g/d for females and >30 g/d for males).
Replication	All of experiments have been successfully repeated at least three times and/or with sufficient cells/animals per group to demonstrate statistical significance. All experiments were statistically analyzed.
Randomization	The mice were randomly assigned to each experimental/control group.
Blinding	Each mouse was assigned a code number to enable blinded chow diet or high fat diet; when applicable, experimenters were blinded to the nature of the samples by using number codes until final data analysis was performed.

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☐	☒ Clinical data

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	CD63 (Abcam, ab68418), TSG101 (Abcam, ab125011), syntenin-1 (Abcam, ab205861), Rab27a (Abcam, ab55667), Rab5 (Abcam, ab18211), CD81 (Santa Cruz Biotechnology, sc-166029), Pgc1a (Santa Cruz Biotechnology, sc-518038), GGPPS (Santa Cruz Biotechnology, sc-271680), b-actin (Santa Cruz Biotechnology, sc-47778), CALR (Cell Signaling Technology, 12238), H3 (Cell Signaling Technology, 4499), Calnexin (Cell Signaling Technology, 2433) and AGO2 (Proteintech, 10686-1-AP).
Validation	All of antibodies were validated by vendors or other researchers. We based specificity on their provided data sheets.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)	3T3-L1 cell lines (gift from Qi-Qun Tang, Fudan University) are originated from Lane MD (Department of Biological Chemistry, Johns Hopkins University School of Medicine).
Authentication	The cell line used was extracted DNA for comparison in DNA database for authentication by Qi-Qun Tang.
Mycoplasma contamination	3T3-L1 cell line was maintained under the recommended culture conditions and media requirements. Mycoplasma detection was performed in accordance with department protocols (and tested negative).

Commonly misidentified lines
(See [ICLAC](#) register)

None

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Stated in Materials and Methods under "Animals": male C57BL/6J mice purchased from the Model Animal Research Center of Nanjing University for our study. Liver-specific Ggpps knockout mice were generated by crossing Ggpps-floxed mice with Mx1-Cre transgenic mice. For the HFD model, WT and L-Ggpps KO mice were fed the HFD at 8 weeks of age for 12 weeks.

Wild animals

The study did not involved in wild animals.

Field-collected samples

The study did not involved in samples collected from the field.

Ethics oversight

All animal procedures were carried out in accordance with the approval of the Animal Care and Use Committee at the Model Animal Research Center of Nanjing University in Nanjing, China, using approved protocols from the institutional animal care committee (#CS20).

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

Clinical trial registration

This study was registered in International Clinical Trial Registry Platform (ICTRP), with the clinical trial number NCT03296605.

Study protocol

Plasma samples were obtained before surgery and liver tissue samples were obtained during surgery. Some liver tissue samples were analyzed immediately, and some samples were put into liquid nitrogen and stored at -80 °C. Specimen was stored in the Nanjing Multicenter Biobank, the Biobank of Nanjing Drum Tower Hospital, the Affiliated Hospital of Nanjing University Medical School.

Data collection

The participants were recruited from April 2017 to February 2018. We conducted this study from February 2018.

Outcomes

The analysis of Ggpps expression level and TG content of liver samples showed that Ggpps expression levels directly correlated with TG content in the livers of patients, suggesting that Ggpps in liver may response to lipid overload in accordance with the data of mice. Some miRNAs were also enriched in the plasma of NAFLD patients with BMI > 30 compared with their expression in NAFLD patients with BMI < 30, suggesting that hepatocyte-derived EV miRNAs maybe responsible for liver-driven adipose remodeling in human.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation

Cells were collected by trypsinization and pelleted by centrifugation at 1000 x g for 3 min. The cells were stained with annexin V (Beyotime, Nantong, China; 1:1000 dilution) and propidium iodide (Beyotime, Nantong, China; 1:1000 dilution) in annexin V binding buffer containing 10 mM HEPES (pH 7.4), 150 mM NaCl, 5 mM KCl, 1 mM MgCl₂, and 1.8 mM CaCl₂ for 15 min on ice and then subjected to flow cytometric analysis.

Instrument

FACSCALLBUR flow cytometer (BD Biosciences)

Software

FlowJo

Cell population abundance

N/A

Gating strategy

Gating was performed using FITC and PE.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

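EVs from primary hepatocytes of wild-type mice and of mice whose hepatocytes lacked Ggpps, each on chow or on a high-fat diet, were measured on 4 Agilent mouse miRNA arrays, 1 for each group and each from a pool of 4 animals. Ggpps itself could not be checked, since the arrays carry no probe for it. The intensity values in the spot files were made by the authors with Agilent Feature Extraction, per the file headers, which subtracted background and removed spatial trends within an array and did not normalise between arrays. The log2 values in the authors' tables of comparisons are, as deposited, normalised signals whose normalisation is not described with them, and in the combined table the medians of the Chow-EV, Chow-LKO EV and HFD-LKO EV columns were 4.87, 4.87 and 4.86. The ratio values in the same tables, made by the authors, are linear fold changes, and the column for HFD-EV equals HFD-EV over Chow-LKO EV rather than over Chow-EV. In the authors' combined table, the HFD-EV column holds the log2 signal of Chow-EV multiplied by that fold change, so it was not used.

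Control spots and spots marked as outliers were left out, the 7 to 30 spots of each probe were averaged, and the probes of a miRNA were summed. Most miRNAs (1493) had 2 probes, 4 had 1, 111 had 3 and 273 had 4. Signals were divided by the 75th percentile of each array over the 443 miRNAs above background on all 4 arrays, and 542 miRNAs were above background on at least 1. The summed signal of the miRNAs above background was 616990 in Chow-EV, 653141 in HFD-EV, 711840 in Chow-LKO EV and 618143 in HFD-LKO EV. miR-122-5p gave 13.4%, 14.0%, 12.5% and 13.9% of it and the 10 brightest miRNAs 53.6%, 54.0%, 56.4% and 54.2%, which are shares of signal and not of molecules. The let-7 family gave 3.34%, 4.73%, 2.49% and 3.25%. The lowest signals above background were 15.5, 19.9, 17.0 and 13.8 in the same order, and a miRNA below background on 1 of the arrays compared was given a bound against this floor or its own signal, whichever was higher.

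The comparisons were HFD-EV with Chow-EV, Chow-LKO EV with Chow-EV, HFD-LKO EV with HFD-EV and HFD-LKO EV with Chow-LKO EV. No test was made, since each group is a single array, and differences of at least 2-fold were counted. The SD between replicate spots, carried through to the log2 ratio, was used as the spread, and a value counts as moved under an alternative when it changed by more than this spread. The spread, first taken as a standard error of spot means, the minimum of 3 measured members for a list's percentile and the reading of the signal criterion of the screen as applying to all 3 of its arrays were settled after values were seen, and both readings of the criterion are reported. The miRNAs named are those the paper names, the 10 largest increases and 10 largest decreases of each comparison among those past 2 spot SDs, the 3 largest bounds in each direction, and members of the fixed lists. The values of Fig. 6a had been seen when this rule was written.

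The lists were the let-7 family, miR-17-92 and its paralogous clusters, the miR-23, miR-27 and miR-24 clusters, the miR-29, miR-30 and miR-34 families, the miR-15 and miR-16 family, the miR-103 and miR-107 family, hepatocyte-enriched miRNAs, miRNAs of lipid and cholesterol metabolism, of adipocyte differentiation and of hypoxia, the miRNAs of Fig. 6a, and markers of immune and Kupffer cells, erythroid cells, endothelial cells, stellate and other mesenchymal cells, bile duct and other epithelial cells, and skeletal muscle. Each list's median was placed among 10000 random lists of the same size matched on mean signal. The random lists hold unrelated miRNAs, while members of a family or cluster may move together. For the screen of the Methods, the share of opposite ratios without any difference between groups was simulated 1000 times from the spot noise.

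Alternatives were tried for the scaling between arrays, the background correction (normexp with an offset of 50), the summary of probes, the filter on dim miRNAs, the detection call, the authors' values and the fold rule. The offset is added to every spot, which shrinks the ratios of dim miRNAs. The steps were tested on simulated data. Positions are those of RefSeq miRNA genes on GRCm38.p6. Of 1873 miRNAs with 1 position in the authors' table, 1790 (95.6%) started inside 1 such gene, and 1835 (98.0%) when overlapping genes were told apart by name, a step added after the first count. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used.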

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

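The threshold of 4-fold used in this part was chosen only after the result was seen. In HFD-LKO EV, 3 miRNAs that the paper does not name were at least 4-fold higher than in HFD-EV, its reference array. miR-135a-1-3p, from Mir135a-1 on chromosome 9, had a log2 ratio of 2.45 ± 0.09, and its signal was 384.5 in HFD-EV and 1975.3 in HFD-LKO EV. On chow it was at 1.30 ± 0.07 in Chow-LKO EV against Chow-EV. miR-3057-5p, from Mir3057 on chromosome 10, was not above background in HFD-EV and was at least 4.83-fold higher in HFD-LKO EV, a log2 bound of 2.27, and it was at 1.45 ± 0.21 in Chow-LKO EV. miR-6239, from Mir6239 on chromosome 14, was at 2.02 ± 0.29 in HFD-LKO EV and was 2.15-fold higher in Chow-LKO EV than in Chow-EV. Over the alternative settings the log2 ratio in HFD-LKO EV lay between 1.89 and 2.55 for miR-135a-1-3p and between 0.60 and 2.33 for miR-6239, with the lowest values from a normexp background correction. In Chow-LKO EV against Chow-EV it lay between 0.99 and 1.57 for miR-135a-1-3p, 0.44 and 1.72 for miR-3057-5p and 0.34 and 1.38 for miR-6239. No explanation for these 3 was tested.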

How the results depend on the processing

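The use of the authors' normalised signals for HFD-EV, of Chow-LKO EV as the reference and of a signal over 30 on at least 1 of 3 arrays were tests chosen only after the result was seen, and the other alternatives and the scaling and filters of the main setting were chosen before the data were examined. No paired analysis was made, since each group is a single array of pooled EVs. Scaling by U6 was not run, since no probe has that name, nor was a block for the slide, since all 4 arrays share 1 slide and 1 scan. The authors' combined table gave no value for comparisons with HFD-EV, whose column holds no log2 signal.

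Of 1160 log2 ratios of single miRNAs under the alternatives, 717 stayed within 1 spot SD, 432 moved by more and 11 reversed. Among the 717 are 116 with a signal over 30 in place of the background call and 116 with no filter and a floor. These settings leave ratios measured on both arrays unchanged by construction. Of 440 list medians, 270 stayed within the spread and 170 moved. With standard errors of spot means as the spread, 785 and 330 moved, and with the SD of random lists' medians 33 of the list medians did. Of the counts of 2-fold differences, 45 stayed within 1.5 times the count reported and 43 moved, and for the screen and the rank of let-7e-5p the numbers were 21 and 14. let-7e-5p stayed higher in HFD-EV than in Chow-EV, at 0.67 to 1.42, and lower in HFD-LKO EV than in HFD-EV, at -2.19 to -1.05, under every alternative run. miR-31-5p kept its direction in all 4 comparisons under these alternatives, with -0.93 to -0.53 in Chow-LKO EV, and miR-210-3p stayed above 0 in Chow-LKO EV at 0.02 to 0.42 and below 0 in HFD-LKO EV against HFD-EV at -0.68 to -0.47. The medians of let-7, miR-17-92, Fig. 6a and the immune markers kept their sign in each comparison under each alternative, and those of the other 7 lists changed sign or reached 0 under at least 1. The cause of the other changes was not tested, except where the construction of an alternative is named.

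Without scaling between arrays, HFD-EV against Chow-EV gave 32 miRNAs at least 2-fold higher and 5 lower, list medians of 0.71 for let-7, 0.82 for miR-17-92, 0.71 for the miR-23, miR-27 and miR-24 clusters, 0.51 for miR-29, 0.00 for miR-30, 0.53 for the miR-15 and miR-16 family, 0.14 for hepatocyte-enriched miRNAs, 0.33 for lipid metabolism, 0.75 for adipocyte differentiation, 0.62 for immune markers and 0.89 for Fig. 6a, and log2 ratios of 1.62 for miR-210-3p, 1.42 for let-7e-5p, 1.25 for miR-31-5p and 0.15 for miR-122-5p. Without scaling between arrays, Chow-LKO EV against Chow-EV gave 37 miRNAs at least 2-fold higher and 8 lower, list medians of -0.32 for let-7, -0.05 for miR-17-92, 0.23 for the miR-23, miR-27 and miR-24 clusters, 0.16 for miR-29, 0.30 for miR-30, 0.01 for the miR-15 and miR-16 family, -0.10 for hepatocyte-enriched miRNAs, 0.26 for lipid metabolism, 0.22 for adipocyte differentiation, 0.80 for immune markers and -0.71 for Fig. 6a, and log2 ratios of -1.74 for let-7e-5p, -0.53 for miR-31-5p, 0.42 for miR-210-3p and 0.11 for miR-122-5p. Without scaling between arrays, HFD-LKO EV against HFD-EV gave list medians of -0.66 for let-7, -0.24 for miR-17-92, -0.30 for the miR-23, miR-27 and miR-24 clusters, -0.37 for miR-29, -0.06 for miR-30, -0.54 for hepatocyte-enriched miRNAs, -0.01 for lipid metabolism, -0.38 for adipocyte differentiation and -1.07 for Fig. 6a, and log2 ratios of -0.83 for miR-31-5p, -0.66 for miR-210-3p and -0.09 for miR-122-5p. Without scaling between arrays, HFD-LKO EV against Chow-LKO EV gave 10 miRNAs at least 2-fold higher and 23 lower, list medians of 0.30 for let-7, 0.69 for miR-17-92, 0.29 for the miR-23, miR-27 and miR-24 clusters, -0.05 for miR-29, -0.23 for miR-30, 0.00 for the miR-15 and miR-16 family, -0.26 for hepatocyte-enriched miRNAs, 0.01 for lipid metabolism, 0.26 for adipocyte differentiation, 0.35 for immune markers and 0.40 for Fig. 6a, and log2 ratios of 0.95 for miR-31-5p, 0.54 for miR-210-3p and -0.05 for miR-122-5p. The median over all miRNAs shifted by 0.14, 0.27, -0.09 and -0.22 in the 4 comparisons, in the order given.

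With quantile normalisation, HFD-EV against Chow-EV gave 14 miRNAs at least 2-fold lower, and list medians of 0.68 for let-7, 0.59 for miR-17-92, 0.30 for the miR-15 and miR-16 family, -0.07 for hepatocyte-enriched miRNAs, 0.51 for adipocyte differentiation and 0.35 for immune markers. With quantile normalisation, Chow-LKO EV against Chow-EV gave 17 miRNAs at least 2-fold lower, list medians of -0.43 for let-7, -0.20 for miR-17-92, -0.04 for miR-29, -0.04 for the miR-15 and miR-16 family and 0.10 for adipocyte differentiation, and log2 ratios of -0.71 for miR-31-5p and -0.61 for miR-122-5p. With quantile normalisation, HFD-LKO EV against HFD-EV gave list medians of -0.39 for let-7, -0.08 for miR-17-92 and -0.04 for miR-30, and a log2 ratio of -0.68 for miR-210-3p. With quantile normalisation, HFD-LKO EV against Chow-LKO EV gave 14 miRNAs at least 2-fold higher and 18 lower, list medians of 0.39 for let-7, 0.71 for miR-17-92, 0.37 for the miR-23, miR-27 and miR-24 clusters, 0.32 for miR-29, 0.06 for the miR-15 and miR-16 family, 0.37 for adipocyte differentiation, 0.41 for immune markers and 0.54 for Fig. 6a, and log2 ratios of 1.01 for miR-31-5p, 0.55 for miR-210-3p and 0.61 for miR-122-5p. The median over all miRNAs shifted by -0.05, 0.13, 0.04 and -0.14.

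With the percentile taken over all miRNAs, HFD-EV against Chow-EV gave 15 miRNAs at least 2-fold lower, list medians of 0.47 for let-7, 0.58 for miR-17-92, 0.47 for the miR-23, miR-27 and miR-24 clusters, 0.27 for miR-29, -0.24 for miR-30, 0.29 for the miR-15 and miR-16 family, -0.10 for hepatocyte-enriched miRNAs, 0.09 for lipid metabolism, 0.51 for adipocyte differentiation and 0.65 for Fig. 6a, and log2 ratios of 1.38 for miR-210-3p, 1.01 for miR-31-5p and -0.09 for miR-122-5p. With the percentile taken over all miRNAs, Chow-LKO EV against Chow-EV gave 15 miRNAs at least 2-fold lower, list medians of -0.44 for let-7, -0.17 for miR-17-92, 0.12 for the miR-23, miR-27 and miR-24 clusters, 0.04 for miR-29, 0.18 for miR-30, -0.10 for the miR-15 and miR-16 family, -0.21 for hepatocyte-enriched miRNAs, 0.14 for lipid metabolism, 0.11 for adipocyte differentiation, 0.68 for immune markers and -0.82 for Fig. 6a, and log2 ratios of -0.65 for miR-31-5p, 0.31 for miR-210-3p and 0.00 for miR-122-5p. With the percentile taken over all miRNAs, HFD-LKO EV against HFD-EV gave list medians of -0.47 for let-7, -0.06 for miR-17-92, -0.11 for the miR-23, miR-27 and miR-24 clusters, -0.19 for miR-29, 0.13 for miR-30, -0.35 for hepatocyte-enriched miRNAs, 0.18 for lipid metabolism, -0.19 for adipocyte differentiation, 0.73 for immune markers and -0.89 for Fig. 6a, and log2 ratios of -0.64 for miR-31-5p, -0.47 for miR-210-3p and 0.10 for miR-122-5p. With the percentile taken over all miRNAs, HFD-LKO EV against Chow-LKO EV gave 16 miRNAs at least 2-fold lower, list medians of 0.37 for let-7, 0.75 for miR-17-92, 0.35 for the miR-23, miR-27 and miR-24 clusters, 0.01 for miR-29, -0.17 for miR-30, -0.20 for hepatocyte-enriched miRNAs, 0.08 for lipid metabolism, 0.33 for adipocyte differentiation, 0.42 for immune markers and 0.46 for Fig. 6a, and log2 ratios of 1.02 for miR-31-5p, 0.61 for miR-210-3p and 0.01 for miR-122-5p. Here the shifts of this median were -0.10, 0.16, 0.10 and -0.15.

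With the normexp background correction, HFD-EV against Chow-EV gave 2 miRNAs at least 2-fold higher and 2 lower, list medians of 0.46 for miR-17-92, 0.42 for the miR-23, miR-27 and miR-24 clusters, 0.24 for the miR-15 and miR-16 family, 0.42 for adipocyte differentiation, 0.24 for immune markers and 0.62 for Fig. 6a, and log2 ratios of 1.07 for miR-210-3p, 0.67 for let-7e-5p and 0.82 for miR-31-5p. With the normexp background correction, Chow-LKO EV against Chow-EV gave 2 miRNAs at least 2-fold higher and 3 lower, list medians of -0.41 for let-7, 0.28 for immune markers and -0.75 for Fig. 6a, and log2 ratios of -0.78 for let-7e-5p, -0.57 for miR-31-5p and 0.04 for miR-210-3p. With the normexp background correction, HFD-LKO EV against HFD-EV gave 10 miRNAs at least 2-fold higher and 5 lower, list medians of -0.34 for let-7, -0.22 for the miR-15 and miR-16 family, -0.31 for hepatocyte-enriched miRNAs and 0.41 for immune markers, and log2 ratios of -1.05 for let-7e-5p, -0.60 for miR-31-5p and -0.48 for miR-210-3p. With the normexp background correction, HFD-LKO EV against Chow-LKO EV gave 1 miRNA at least 2-fold higher and 1 lower, list medians of 0.39 for let-7, 0.61 for miR-17-92, 0.35 for the miR-23, miR-27 and miR-24 clusters, 0.35 for adipocyte differentiation, 0.33 for immune markers and 0.48 for Fig. 6a, and log2 ratios of 0.40 for let-7e-5p, 0.79 for miR-31-5p and 0.56 for miR-210-3p. Under this correction the same median shifted by -0.12 in HFD-EV against Chow-EV.

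With Feature Extraction's total gene signal, HFD-EV against Chow-EV gave 22 miRNAs at least 2-fold lower, and log2 ratios of -0.56 for miR-6351 and 4.75 for miR-7037-5p. With Feature Extraction's total gene signal, Chow-LKO EV against Chow-EV gave 44 miRNAs at least 2-fold lower, list medians of -0.39 for let-7, -0.45 for miR-17-92, -0.16 for the miR-23, miR-27 and miR-24 clusters, -0.24 for miR-29, -0.10 for miR-30, -0.49 for hepatocyte-enriched miRNAs, -0.14 for lipid metabolism and -0.18 for adipocyte differentiation, and log2 ratios of 2.73 for let-7e-5p, -0.93 for miR-31-5p, 0.02 for miR-210-3p and -0.29 for miR-122-5p. With Feature Extraction's total gene signal, HFD-LKO EV against HFD-EV gave a list median of -0.23 for the miR-15 and miR-16 family, and a log2 ratio of 0.01 for miR-141-5p. With Feature Extraction's total gene signal, HFD-LKO EV against Chow-LKO EV gave 22 miRNAs at least 2-fold lower, and log2 ratios of -0.73 for miR-703, -0.66 for miR-1291, -3.65 for let-7e-5p, 2.87 for miR-6386 and 0.00 for miR-3089-5p.

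Under the gene detection call of Feature Extraction, HFD-EV against Chow-EV gave 21 miRNAs at least 2-fold lower. Under the gene detection call of Feature Extraction, Chow-LKO EV against Chow-EV gave 47 miRNAs at least 2-fold lower. Under the gene detection call of Feature Extraction, HFD-LKO EV against HFD-EV gave a list median of -0.20 for adipocyte differentiation. Under the gene detection call of Feature Extraction, HFD-LKO EV against Chow-LKO EV gave 40 miRNAs at least 2-fold higher, and a list median of 0.22 for miR-29.

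With no filter and a floor, HFD-EV against Chow-EV gave list medians of 0.53 for miR-17-92 and 0.28 for immune markers. With no filter and a floor, Chow-LKO EV against Chow-EV gave a list median of 0.08 for immune markers. With no filter and a floor, HFD-LKO EV against HFD-EV gave list medians of 0.00 for lipid metabolism and 0.04 for immune markers. With no filter and a floor, HFD-LKO EV against Chow-LKO EV gave list medians of 0.70 for miR-17-92, 0.17 for lipid metabolism and 0.11 for immune markers. This setting shifted the median by 0.11 in HFD-EV, -0.38 in HFD-LKO EV against HFD-EV and -0.22 against Chow-LKO EV.

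In the authors' combined table, Chow-LKO EV against Chow-EV gave 5 miRNAs at least 2-fold higher and 2 lower, list medians of -0.36 for let-7, -0.21 for miR-17-92, 0.02 for miR-29, -0.10 for the miR-15 and miR-16 family, -0.25 for hepatocyte-enriched miRNAs and -0.76 for Fig. 6a, and log2 ratios of -0.93 for let-7e-5p, -0.54 for miR-31-5p and -0.27 for miR-122-5p. In the authors' combined table, HFD-LKO EV against Chow-LKO EV gave 2 miRNAs at least 2-fold higher and 1 lower, list medians of 0.29 for let-7, 0.57 for miR-17-92, 0.28 for the miR-23, miR-27 and miR-24 clusters, 0.22 for miR-29, -0.16 for miR-30, 0.02 for the miR-15 and miR-16 family, 0.15 for lipid metabolism, 0.32 for adipocyte differentiation, 0.35 for immune markers and 0.46 for Fig. 6a, and log2 ratios of 0.43 for let-7e-5p, 0.80 for miR-31-5p and 0.50 for miR-210-3p. Its shifts of the median were 0.11 and -0.12.

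In the authors' normalised signals, HFD-EV against Chow-EV gave 2 miRNAs at least 2-fold higher and 3 lower, list medians of 0.50 for miR-17-92, 0.43 for the miR-23, miR-27 and miR-24 clusters, -0.23 for miR-30, 0.23 for the miR-15 and miR-16 family, 0.43 for adipocyte differentiation and 0.27 for immune markers, and log2 ratios of 1.26 for miR-210-3p, 0.82 for let-7e-5p, 0.93 for miR-31-5p and 0.21 for miR-122-5p. In the authors' normalised signals, HFD-LKO EV against HFD-EV gave 16 miRNAs at least 2-fold higher and 6 lower, list medians of -0.39 for let-7, -0.19 for miR-29, -0.30 for hepatocyte-enriched miRNAs, 0.51 for immune markers and -0.90 for Fig. 6a, and log2 ratios of -1.33 for let-7e-5p and -0.30 for miR-122-5p.

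At 1.5-fold in place of 2-fold, HFD-EV against Chow-EV gave 82 miRNAs at least 1.5-fold higher and 69 lower. At 1.5-fold in place of 2-fold, Chow-LKO EV against Chow-EV gave 61 miRNAs at least 1.5-fold higher and 87 lower. At 1.5-fold in place of 2-fold, HFD-LKO EV against HFD-EV gave 83 miRNAs at least 1.5-fold higher and 105 lower. At 1.5-fold in place of 2-fold, HFD-LKO EV against Chow-LKO EV gave 93 miRNAs at least 1.5-fold higher and 41 lower.

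The screen's count of opposite ratios stayed within 1.5 times its value under 10 of the alternatives run, from 226 without scaling to 343 with a signal over 30 in place of the background call. It was 1691 with no filter and a floor, by construction, since 1301 miRNAs lay at the floor on all 3 arrays and the floors differ. At 2-fold in both comparisons the screen kept 3 miRNAs with the percentile over all miRNAs, 0 with the normexp correction, 0 in the authors' normalised signals, 2 with the brightest probe, 2 with the gene detection call, 7 with a signal over 30 in place of the background call, 7 with no filter and a floor and 3 with a signal over 30 on at least 1 of 3 arrays. At 1.5-fold in both it kept 46. The rank of let-7e-5p was 8 with the normexp correction, 9 with the total gene signal, and 1 of 446 where HFD-EV was set against Chow-LKO EV, both with the main signals and with the authors' normalised signals.

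Feature Extraction's total gene signal of let-7e-5p was 26.4 in Chow-EV, 69.8 in HFD-EV, 231.2 in Chow-LKO EV and 15.3 in HFD-LKO EV, so its reversal comes from Chow-LKO EV. The sums of its probe means were 92.7, 247.5, 27.8 and 54.1 in the same order. The spots kept in Chow-LKO EV thus do not bear out 231.2, and the reason was not found. The signal over background limits the dim miRNAs, since a miRNA less than 2-fold above the lowest signal counted as above background cannot show a 2-fold decrease as a ratio. In simulated arrays of 477 miRNAs, the 2-fold rule called 0 of 25 changed 2-fold upward, 24 of 25 changed 2-fold downward, 25 of 25 changed 4-fold in each direction and 0 of 277 unchanged, where scaling had shifted the unchanged by -0.14. Each simulated miRNA kept its background call from Chow-EV, so a lowered one could not drop below background as on real arrays. Apart from the changes put in, both simulated arrays were drawn from the Chow-EV probe means with spot noise alone. Differences between samples are thus left out, and these calls give no rate of false or missed calls for the real arrays. The shift came with only 277 of the 477 unchanged, a share not known for the real arrays.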

Differences from the paper's values

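The tests with Chow-LKO EV as the reference and with the authors' normalised signals were chosen only after the result was seen. Fig. 6a gives fold changes of 10 miRNAs in HFD-EV over Chow-EV, here read by eye when the deposited fold changes were already known. For miR-23b-3p the paper's value is about 2.9 in Fig. 6a, read by eye, against 1.69 here. The paper's value for let-7f-5p is about 2.8 in Fig. 6a, read by eye, against 1.51, and for let-7d-5p it is about 2.8 in Fig. 6a, read by eye, against 1.52. For miR-103-3p it is about 2.6 in Fig. 6a, read by eye, against 1.66, and for miR-29b-3p about 2.3 in Fig. 6a, read by eye, against 1.49. Among the alternatives set before the data were examined, no scaling between arrays brought miR-103-3p (1.84) and miR-29b-3p (1.65) to within 1.5 times the paper's value, and quantile normalisation did so for miR-29b-3p (1.54), while none did so for miR-23b-3p, let-7f-5p or let-7d-5p and the others run did so for none of the 5. The authors' normalised signals, chosen after seeing the values, brought miR-29b-3p (1.56) to within that range and drop 0 of the 10. With Chow-LKO EV as the reference, chosen after seeing the values, the folds were 3.26 for miR-23b-3p, 3.11 for let-7f-5p, 3.07 for let-7d-5p, 3.52 for miR-103-3p and 2.35 for miR-29b-3p, all within that range, but let-7e-5p was then at 9.74 and miR-690 at 4.36 and outside it, and 0 of the 10 were dropped. The authors' signals with Chow-LKO EV as the reference, chosen after seeing the values, gave 3.38 for let-7e-5p, 2.92 for miR-23b-3p, 2.83 for let-7f-5p, 2.79 for miR-31-5p, 2.75 for let-7d-5p, 2.64 for miR-690, 2.22 for let-7a-5p and 2.11 for miR-210-3p, with miR-103-3p and miR-29b-3p between miR-690 and let-7a-5p, all 10 within that range and close to the figure, and drop 0 of the 10. The folds of let-7e-5p (2.42), miR-31-5p (2.16), miR-690 (2.00), let-7a-5p (1.48) and miR-210-3p (2.79) did not differ by this rule in the main setting, and all 10 were higher in HFD-EV, as in the figure. Under alternatives some of these did differ, let-7e-5p with quantile normalisation (2.25), the percentile over all miRNAs (2.26), the normexp correction (1.60) and the authors' normalised signals (1.77), miR-31-5p with the normexp correction (1.77), miR-690 with that correction (1.56) and the authors' normalised signals (1.61), and let-7a-5p with the percentile over all miRNAs (1.38), the total gene signal (1.43), the brightest probe (1.44) and the gene detection call (1.44).

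The paper ranks let-7e-5p first among the increases in HFD-EV, and here it ranked 5 of 477, and 1 of 446 only where HFD-EV was set against Chow-LKO EV, a setting chosen after seeing the values, as it ranked 1 in the authors' fold change column. That column equals HFD-EV over Chow-LKO EV rather than over Chow-EV. The 477 are all miRNAs measured on both arrays, whereas the Methods describe a screen for opposite ratios, so the sets may differ. At 1.5-fold in both comparisons, a threshold the Methods do not name, the highest HFD-EV ratio kept by the screen was 1.16, for miR-6345. This is below that of let-7e-5p. The threshold leaves out miRNAs with smaller opposite ratios. These values therefore do not show the rank of let-7e-5p in the paper's screen. A signal over 30 on all 3 arrays leaves let-7e-5p out here, and one on at least 1 of the 3 does not. In the authors' normalised signals its log2 value in Chow-LKO EV was 5.38, which passes a cutoff of 30. Among the miRNAs of Fig. 6a, let-7e-5p ranked after miR-210-3p, at 1.48 against 1.27 in log2. The paper reports lower let-7e-5p, miR-210-3p and miR-31-5p in EVs of the knockout, from the arrays and from qPCR, the latter on the high-fat diet only (Supplementary Fig. 7d). Here let-7e-5p and miR-31-5p were lower on both diets, except that let-7e-5p was at 2.73 on chow with the total gene signal of Feature Extraction, a value its spots there do not bear out. By contrast, miR-210-3p was lower in HFD-LKO EV (-0.57 ± 0.07) but not in Chow-LKO EV (0.15 ± 0.10), where it was above 0 under every setting run. The paper also states that miR-122 was higher in EVs on the high-fat diet, from qPCR, and on the arrays miR-122-5p in HFD-EV was at 0.00 ± 0.05 against Chow-EV, at 0.15 without scaling and at 0.21 in the authors' normalised signals. The measures are unlike, since the Methods name total EV protein among the normalisers of qPCR. Here each array was divided by its own 75th percentile.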

Other observations

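The tests in this part were chosen only after the result was seen, except the one on shared probe sequence. The values of lists not given at a claim follow in the order HFD-EV against Chow-EV, Chow-LKO EV against Chow-EV, HFD-LKO EV against HFD-EV and HFD-LKO EV against Chow-LKO EV. The miR-23, miR-27 and miR-24 clusters had median log2 ratios of 0.56, -0.04, -0.21 and 0.50, and that in Chow-LKO EV was 0.23 without scaling, 0.12 with the percentile over all miRNAs and 0.00 with quantile normalisation. The miR-29 family, which limits collagen expression, was at 0.37, -0.11, -0.28 and 0.16, with 0.16 in Chow-LKO EV and -0.05 in HFD-LKO EV against Chow-LKO EV without scaling, and 0.04 in Chow-LKO EV with the percentile over all miRNAs. The miR-30 family was at -0.15, 0.03, 0.03 and -0.01, with 0.00 in HFD-EV and -0.06 in HFD-LKO EV against HFD-EV without scaling, and -0.04 in the latter with quantile normalisation. The miR-15 and miR-16 family was at 0.39, -0.26, -0.38 and 0.22, with 0.01 in Chow-LKO EV and 0.00 in HFD-LKO EV against Chow-LKO EV without scaling. miRNAs of lipid and cholesterol metabolism were at 0.18, -0.02, 0.08 and 0.23, with 0.26 in Chow-LKO EV and -0.01 in HFD-LKO EV against HFD-EV without scaling, and 0.05 and 0.14 in Chow-LKO EV with quantile normalisation and with the percentile over all miRNAs. In this list, miR-370-3p was at -0.81 ± 0.06 in HFD-EV.

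Other lists had fewer than 3 measured members. The miR-103 and miR-107 family was at 0.66, -0.77, -0.79 and 0.63. Of the miR-34 family, miR-34a-5p alone was measured, at 0.88, -0.03, 0.16 and 1.07, with 0.24 in Chow-LKO EV without scaling, 0.04 with quantile normalisation and 0.12 with the percentile over all miRNAs, and of the list of hypoxia miR-210-3p alone. Erythroid markers were at 0.29, 0.56, 0.51 and 0.24, with -0.02 in HFD-EV and -0.03 in Chow-LKO EV with the normexp correction, and miR-451a among them at 0.50 ± 0.23, 0.84 ± 0.19, 1.08 ± 0.19 and 0.74 ± 0.15. Endothelial markers were at 0.03, -0.20, -0.35 and -0.12, with 0.08 in Chow-LKO EV without scaling and, in HFD-EV, -0.01 with quantile normalisation and -0.06 with the percentile over all miRNAs. miR-199a-3p, the measured stellate cell marker, was at -0.07, 0.70, 0.48 and -0.30, with 0.07 in HFD-EV without scaling. None of the 5 bile duct and 4 skeletal muscle markers was above background on both arrays of a comparison. The adipocyte and immune lists share miR-155-5p, and the lipid list shares miR-122-5p and miR-148a-3p with the hepatocyte-enriched list.

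With the main setting, let-7e-5p moved more than the other let-7 miRNAs. It lay outside their range by over 2 spot SDs in 3 of 4 comparisons, but with the normexp correction it was 0.04 outside in HFD-EV against Chow-EV and within it in the other 3. That correction adds an offset of 50 to every spot, which by construction shrinks the ratios of dim miRNAs such as let-7e-5p. Its values therefore cannot decide the question. In the authors' normalised signals it was 0.14, 0.04 and 0.33 outside in the first 3 comparisons and within the range in HFD-LKO EV against Chow-LKO EV. Given the authors' signals, signal of those miRNAs on its probes cannot be told apart from this pattern. Nor can dimness of its probes, since its ratio was at or above the 95th percentile of the 100 miRNAs nearest in signal in 4 of 4 comparisons but it was chosen for its large ratios. A candidate explanation is a transcript shared with miR-99b and miR-125a, since miR-99b-5p and miR-125a-5p had its sign in all 4 comparisons and lay nearer to it than 100.0% of 10000 random pairs matched on signal. This remains a hypothesis from 3 miRNAs on 4 arrays, with some of their values known only as bounds.

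The diet ratios of wild-type and LKO EVs, which share no array, correlated across miRNAs at 0.67. A trend with GC content, length and brightness is argued against, since the correlation was 0.64 once it was removed, and so is repeated probe sequence, since the correlation was 0.66 with 1 miRNA of each group sharing 8 bases. A further set of 249 miRNAs that share no 8 bases, added later, gave 0.68. Neighbours within 10 kb moving together cannot be told apart from this pattern, since they were closer than random pairings in 100.0% of draws in wild-type EVs but in 92.8% in LKO EVs. A shared response to the diet and handling common to the samples of a diet both remain open, since no value here tells them apart.

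The fold changes in the authors' table for HFD-EV differ from those of the signals beside them. For let-7e-5p the authors' table gives 3.38, while its signals give 1.77 over Chow-EV and 3.38 over Chow-LKO EV. The column equals HFD-EV over Chow-LKO EV within a log2 tolerance of 0.001 for 100.0% of the miRNAs, and equals HFD-EV over Chow-EV for 25 of them. In the authors' signals let-7e-5p ranked 7 in HFD-EV over Chow-EV, and in the fold change column 1.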
